# Competitive endogenous RNA is an intrinsic component of EMT regulatory circuits and modulates EMT

**DOI:** 10.1038/s41467-019-09649-1

**Published:** 2019-04-09

**Authors:** Yuwei Liu, Mengzhu Xue, Shaowei Du, Wanwan Feng, Ke Zhang, Liwen Zhang, Haiyue Liu, Guoyi Jia, Lingshuang Wu, Xin Hu, Luonan Chen, Peng Wang

**Keywords:** Cancer, Gene regulatory networks, miRNAs, Dynamic networks

## Abstract

The competitive endogenous RNA (ceRNA) hypothesis suggests an intrinsic mechanism to regulate biological processes. However, whether the dynamic changes of ceRNAs can modulate miRNA activities remains controversial. Here, we examine the dynamics of ceRNAs during TGF-β-induced epithelial-to-mesenchymal transition (EMT). We observe that TGFBI, a transcript highly induced during EMT in A549 cells, acts as the ceRNA for miR-21 to modulate EMT. We further identify FN1 as the ceRNA for miR-200c in the canonical SNAIL-ZEB-miR200 circuit in MCF10A cells. Experimental assays and computational simulations demonstrate that the dynamically induced ceRNAs are directly coupled with the canonical double negative feedback loops and are critical to the induction of EMT. These results help to establish the relevance of ceRNA in cancer EMT and suggest that ceRNA is an intrinsic component of the EMT regulatory circuit and may represent a potential target to disrupt EMT during tumorigenesis.

## Abstract (web summary)

Competitive endogenous RNAs help to regulate biological processes by regulating miRNA activity levels. Here the author show TGFBI acts as a ceRNA for miR-21 in the epithelial-to-mesenchymal transition.

## Introduction

MicroRNAs (miRNAs) are ubiquitous post-transcriptional regulators that impact RNA stability and the rate of translation by pairing to complementary sites (referred to as miRNA response elements [MREs]) within target RNAs^1–3^. The interaction between miRNAs and their RNA targets is characterized by a many-to-many relationship in which a single miRNA can repress multiple-RNA targets and a single RNA can contain MREs of multiple miRNAs. Hence, ceRNA hypothesis has been proposed; this hypothesis suggests that RNAs can regulate each other by competing for a limited pool of miRNAs^4,5^. Studies have suggested that ceRNA crosstalk may regulate essential biological processes such as cancer^6–10^. However, these studies often lack the absolute quantification of miRNAs and the corresponding ceRNAs^11–13^. Consequently, whether the effects of ceRNA exist under physiological conditions has been challenged^11,13,14^. For example, a recent quantitative study demonstrated that the global MRE changes in hepatocytes are not sufficient to modulate the activity of miR-122, and ceRNA may not be a physiological regulator^13^.

Though analyses in hepatocytes have clearly demonstrated that ceRNA does not modulate the activity of miR-122, whether the absence of ceRNA activity can be extended to other conditions has not been examined. miRNAs play essential roles in tumorigenesis and both upregulation and downregulation of miRNAs have been reported in various cancers^11,15^. Interestingly, the downregulation of miRNAs in some cancers could potentially establish an environment that renders ceRNA regulations viable. Moreover, dynamic gene expression changes are commonly observed in cancer^16^. Hence, it is critical to extend the analyses of ceRNAs to dynamic biological processes, which would further clarify the role of ceRNA-based regulation and could offer novel insights into the dynamic miRNA activities underlying key biological processes.

Epithelial-to-mesenchymal transition (EMT) is a fundamental developmental program that has been implicated in metastasis, a detrimental process contributing to more than 90% of cancer-related deaths^17–20^. EMT is associated with dramatic changes in the expression of thousands of genes and is characterized by the downregulation of epithelial markers, such as CDH1, and the upregulation of mesenchymal markers, such as CDH2, VIM, and FN1^21,22^. Because of the crucial role of EMT in development and disease, the circuit regulating dynamic gene expression during EMT has been extensively characterized. The canonical EMT-regulatory circuit comprises a double-negative feedback loop between miR-200 and ZEB1^19,23,24^, which displays remarkable hypersensitivity and plays an essential role in regulating EMT in cancer^25^.

Interestingly, mathematical modeling of the gene expression changes during EMT has revealed a crucial flaw in the current model^26^. Specifically, miRNAs are stable molecules with an average half-life of approximately 120 h^27^. Indeed, the abundance of miR-200c was only modestly downregulated (~20%) at 96 h into TGF-β-induced EMT in MCF10A cells^26^. Importantly, key EMT markers such as CDH1, CDH2, and ZEB1 display much faster dynamics during EMT in MCF10A cells^26,28^. Consequently, to make the simulated dynamics consistent with experimental observations, the simulation must include a half-life of 5 h for miR-200c^26,28^. Because the mathematical models have incorporated all well-established regulators of EMT such as SNAIL1, ZEB1, miR-34, and miR-200, this discrepancy clearly suggests the existence of unknown mechanisms that modulate the activity of miR-200c prior to its transcriptional repression through ZEB1.

An attractive hypothesis is that the miR-200c MREs are sufficiently upregulated to modulate EMT. Here, we provide a systematic analysis establishing ceRNA as an intrinsic component of the EMT-regulatory circuit. We show that a single ceRNA induced during EMT is directly coupled with the canonical double-negative feedback loop and could modulate the activities of EMT-inhibiting miRNAs. These results resolve a key discrepancy between the established EMT-regulatory circuit and experimental observations, facilitating further studies aimed at establishing dynamically induced ceRNAs as key regulators modulating EMT in cancer.

## Results

### FOXP1 is a critical inducer of EMT in A549 cells

In a previous study, we profiled the transcriptional dynamics of TGF-β-induced EMT in A549 cells^22^. While the canonical EMT regulators, such as SNAI1/2 or ZEB1/2, are not abundantly expressed in A549 cells, differential expression analyses have suggested that FOXP1, a transcription factor (TF) that plays an important role in regulating embryonic stem cell pluripotency^29^, is highly induced and could represent a key EMT regulator in A549 cells (Supplementary Fig. 1A–C). To investigate the role of FOXP1 in EMT, we knocked down FOXP1 in A549 cells undergoing TGF-β-induced EMT using short hairpin RNA. Notably, the knockdown of FOXP1 significantly enhanced the expression of CDH1 and repressed the expression of CDH2 (Fig. 1a, b). Moreover, the loss of FOXP1 substantially reduced the migration and invasion of these cells, diminishing the key characteristic of EMT (Fig. 1c, d). To further demonstrate that FOXP1 is a key inducer of EMT, we overexpressed FOXP1 in A549 cells. Consistent with the results of loss-of-function assays, cells overexpressing FOXP1 gained a mesenchymal-like morphology, lost the expression of CDH1, showed upregulated expression of VIM, and acquired an enhanced ability to migrate and invade (Fig. 1e–h, Supplementary Fig. 1D). Taken together, these data confirmed that FOXP1 is a potent transcriptional inducer of EMT in A549 cells.

**Fig. 1:**
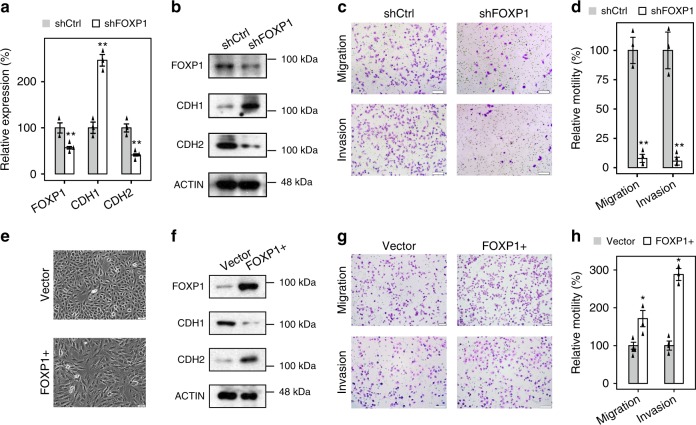
FOXP1 is a critical inducer of EMT in A549 cells. **a** Quantitative reverse transcription polymerase chain reaction (qRT-PCR) results showing the levels of gene expression in A549 cells during TGF-β-induced EMT after silencing FOXP1 expression using specific shRNA. *n* = 3. **b** Immunoblotting analysis of the protein abundance of indicated genes in A549 cells undergoing EMT after treatment with an shRNA targeting FOXP1. **c** A549 cells undergoing TGF-β-induced EMT were treated with an shRNA targeting FOXP1 and subjected to a migration assay (upper panel) and an invasion assay (lower panel). Scale bars: 100 μm. **d** The migrated or invaded cells were quantified (bar charts). *n* = 6. **e** Morphology of A549 cells overexpressing FOXP1 or an empty control vector. **f** Immunoblotting analysis of the protein abundance of indicated genes in A549 cells overexpressing FOXP1 or an empty control vector. **g** A549 cells overexpressing FOXP1 or an empty control vector were subjected to a migration assay (upper panel) and an invasion assay (lower panel). Scale bars: 100 μm. **h** The migrated or invaded cells were quantified (bar charts). *n* = 6; error bars indicate the means ± s.d. *p < 0.01, determined using the two-tailed Student’s *t* test. Source data are provided as a Source Data file

### FOXP1 and miR-21 forms a double-negative feedback loop

Interestingly, FOXP1 expression reached a plateau at 48 h after TGF-β treatment (Supplementary Fig. 1A–C). Because the canonical EMT-regulatory network is characterized by double-negative feedback loops between SNAIL-miR-34 and ZEB-miR-200c, we speculated that miRNAs might also regulate FOXP1 activity in A549 cells to establish equilibrium. To identify potential miRNA regulators of FOXP1, we used deep sequencing (miRNA-seq) to profile miRNA expression during TGF-β-induced EMT and identified 19 and 126 differentially expressed miRNAs at 24 and 96 h into EMT, respectively (Fig. 2a, Supplementary Fig. 2A). 

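A549 is a human lung adenocarcinoma cell line with an epithelial morphology, and TGF-β is a cytokine that drives these cells into EMT. Small RNA was sequenced from A549 cells at 0, 24, and 96 h of TGF-β treatment, with 2 libraries at each of the 3 time points. Each of the 6 libraries was sequenced in 2 runs, and the authors' count table holds the sum of both runs, so that the 12 runs give 1 value per library. The authors assigned the reads to known mature miRNAs with miRDeep2 and deposited the counts without normalization, together with a table of normalized values. A mature miRNA that is encoded by several precursors was listed under each of them, which was the case for 170 of the 2588 mature miRNAs. The entry of the precursor with the highest total was used for each. The entries of one miRNA need not hold the same reads. Summed over precursors, the log2-fold change of miR-486-3p at 96 h was −2.73, against −2.63 with the entry used. The total counts on mature miRNAs were 2335185 and 2456447 at 0 h, 2545769 and 3214230 at 24 h, and 5971197 and 4658823 at 96 h. One read therefore corresponded to between 0.167 and 0.428 CPM of the total count. The spread between the 2 libraries of a time point exceeded the counting error by 0.41 at 0 h, 0.26 at 24 h, and 0.25 at 96 h on the log2 scale, against 0.07 to 0.19 between the 2 runs of one library in the 5 libraries in which the runs could be separated. Counts were normalized with edgeR's TMM method, whose factors ranged from 0.738 at 96 h to 1.36 at 0 h, and the 491 miRNAs that passed edgeR's expression filter held 99.96% of the reads. Differential expression was tested over all 6 libraries with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The thresholds were those of the paper, an adjusted p under 0.05 and an absolute log2-fold change above 1; the paper's text does not name the test behind them. With 2 libraries against 2, an exact two-sided permutation test of a single miRNA could not give a p below 0.333.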

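At 24 h, 17 miRNAs were differentially expressed relative to 0 h, of which 6 were higher and 11 lower. At 96 h, 127 miRNAs were differentially expressed, of which 62 were higher and 65 lower. Of the 17 miRNAs at 24 h, 16 were also differentially expressed at 96 h, all 16 in the same direction. Both comparisons use the same 0 h libraries, so they are not independent. No untreated culture of 24 or 96 h is among the libraries, so time in culture cannot be told from the treatment. The normalization moved the numbers most among the choices that keep both thresholds. With total counts in place of TMM, 215 miRNAs were differentially expressed at 96 h, 23 of them higher and 192 lower, and the median log2-fold change of all tested miRNAs moved from −0.10 to −0.83. The largest rise at 96 h was that of miR-143-3p, from 5.35 ± 1.24 to 426 ± 24.4 CPM (SD, n = 2 libraries), a log2-fold change of 6.32 (standard error 0.22, adjusted p = 2.8e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was followed by miR-3195, miR-1290, miR-7704, and miR-1246, with log2-fold changes of 5.46, 4.20, 3.09, and 2.77. Without 0 h replicate 2, those of miR-3195 and miR-1290 were 6.28 and 4.91, and without 0 h replicate 1 they were 5.07 and 3.82. The largest falls at 96 h were those of miR-4483, miR-486-3p, miR-33b-3p, miR-4521, and miR-7974, with log2-fold changes of −2.86, −2.63, −2.59, −2.38, and −2.34. The value of miR-4483, with 6 and 21 counts at 96 h, was −2.10 without 96 h replicate 1 and −4.12 without 96 h replicate 2, so that its place as the largest fall depends on 96 h replicate 1. These rankings cover the 85 differentially expressed miRNAs with a mean of at least 10 CPM whose libraries at 0 and 96 h did not overlap. By the same rule, the largest rises at 24 h were those of miR-143-3p, miR-3195, and miR-129-5p, with log2-fold changes of 4.22, 2.20, and 1.57. The rise of miR-3195 at 24 h rested on 2 and 6 counts at 0 h. It was 3.02 without 0 h replicate 2 and 1.57 without 24 h replicate 2, and it was not significant when only the 0 and 24 h libraries were fitted (adjusted p = 0.119, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With limma on the authors' normalized values, the adjusted p at 24 h was 0.183 for miR-3195 and 0.0524 for miR-129-5p. The largest falls at 24 h were those of miR-7974, miR-1303, and miR-7-5p, with log2-fold changes of −1.76, −1.61, and −1.52.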

We focused on miRNAs that were differentially expressed at 96 h into EMT because FOXP1 expression maintained an equilibrium from 48 to 96 h into EMT. To identify candidate regulatory miRNAs for FOXP1, we examined the overlap between miRNAs differentially expressed at 96 h into EMT and miRNAs predicted to regulate FOXP1 by targetScan^30^. While five miRNAs were identified by both targetScan and the differential expression analysis, four of the five miRNAs (miR-122-5p, miR-129-5p, miR-200b-3p, and miR543) were expressed at low levels (counts per million [CPM] < 10) (Supplementary Fig. 2B). 

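The 4 miRNAs set apart here all passed both thresholds at 96 h. In the GRCh37 annotation, MIR122 lies on chromosome 18 from 56118306 to 56118390, in an exon of the long non-coding RNA MIR122HG. Its product miR-122-5p fell from 4.09 ± 1.99 to 0.589 ± 0.450 CPM (SD, n = 2 libraries per time point), a log2-fold change of −2.64 (standard error 0.84, adjusted p = 0.0290, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This value rests on 15 and 9 counts at 0 h and 4 and 1 counts at 96 h. With DESeq2 in place of edgeR the adjusted p was 0.0639 (DESeq2's Wald test). Leaving out each of the 0 and 96 h libraries in turn gave log2-fold changes from −3.68 to −2.03. The mature miR-129-5p has 2 precursors, MIR129-1 on chromosome 7 from 127847924 to 127847996 and MIR129-2 on chromosome 11 from 43602944 to 43603033. Its counts are those of the precursor entry with the highest total and were not used to tell the 2 loci apart. It rose from 9.02 ± 0.324 at 0 h to 26.8 ± 3.66 at 24 h and 25.8 ± 0.423 CPM at 96 h, a log2-fold change of 1.51 (standard error 0.25) at 96 h against 0 h and of −0.06 between 24 and 96 h. MIR200B lies on chromosome 1 from 1102484 to 1102578, and miR-200b-3p rose from 44.0 ± 1.48 to 134 ± 19.5 CPM, a log2-fold change of 1.60 (standard error 0.20). MIR543 lies on chromosome 14 from 101498324 to 101498401, in an intron of the long non-coding RNA MEG8, and miR-543 rose from 27.2 ± 14.9 to 104 ± 3.39 CPM, a log2-fold change of 1.95 (standard error 0.33), which was 2.67 without 0 h replicate 1 and 1.46 without 0 h replicate 2. The adjusted p values of these 3 were 0.00107, 0.000257, and 0.00125 in the same edgeR test. With total counts in place of TMM, the log2-fold changes of miR-129-5p and miR-200b-3p were 0.78 and 0.87, below the threshold. Together with miR-21-5p, all 5 candidates had an adjusted p under 0.05 over all tested miRNAs, and 5 of 5 did so when adjusted over the list alone, although the list was chosen on these libraries and the latter is not independent evidence. At 96 h, miR-122-5p was below 10 CPM and the other 3 of the 4 were above it. On the log2 scale, the mean level over the 6 libraries was 0.95 for miR-122-5p, 4.36 for miR-129-5p, 5.91 for miR-543, and 6.41 for miR-200b-3p.

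**Figure D1:**
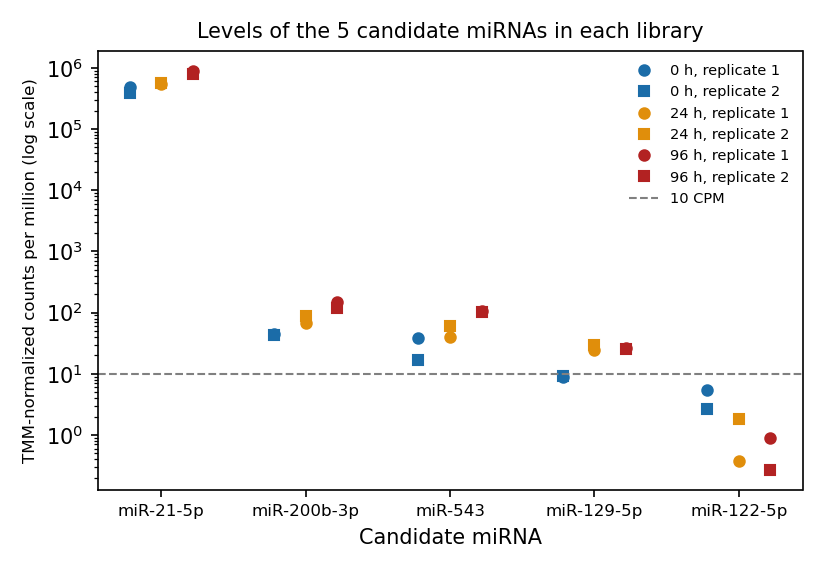
TMM-normalized CPM (log scale) of the 5 candidate miRNAs in each of the 6 libraries, with circles for replicate 1, squares for replicate 2, and the colour giving the hours of TGF-β treatment. The dashed line marks 10 CPM; miR-122-5p lies below it in all 6 libraries, while miR-200b-3p and miR-543 lie above it in all 6.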

Candidate regulatory miRNAs have been typically identified by changes in relative expression, in which larger changes in the relative expression indicate more significant functions. However, increasing evidence has demonstrated that, for miRNAs, a sufficiently high number of miRNA transcripts in cells is essential for the miRNA to be functional, because a low number of miRNA transcripts (<100/cell) cannot effectively repress their targets owing to the dilution effects of large number of MREs^31^. Using published miRNA absolute qPCR and miRNA-seq data, we extrapolated the absolute copy number of the five miRNAs and observed that only miR-21, a well-established oncomiR, was expressed at >100 copies/cell in A549 cells. Thus, we focused our subsequent analyses on miR-21. 

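At 96 h, the mean level of miR-21-5p was 6335 times that of miR-200b-3p, 8178 times that of miR-543, 32835 times that of miR-129-5p, and 1436930 times that of miR-122-5p. The last ratio rests on 4 and 1 counts of miR-122-5p, and it was 2971010 without 96 h replicate 1 and 978486 without 96 h replicate 2. Within the sequencing data such a ratio compares read counts, which also depend on how efficiently each miRNA is ligated and amplified. The paper combines the sequencing with absolute qPCR to extrapolate copies per cell, and on the basis of the copy number of miR-21 it turns to miR-21 for its further analyses.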

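MIR200C, the precursor of miR-200c, lies on chromosome 12 of GRCh37 from 7072862 to 7072929, in an intron of the long non-coding RNA MIR200CHG. In the authors' normalized values, which add the CPM of both runs of a library, untreated A549 cells had 1026301.79 for miR-21-5p and 43.66 for miR-200c-3p in replicate 1, and 952453.95 and 33.8 in replicate 2. In the counts, miR-200c-3p had 61 and 46 reads at 0 h, 35 and 50 at 24 h, and 75 and 66 at 96 h, and it ranked between 251 and 293 among all mature miRNAs. The ratio of miR-21-5p to miR-200c-3p within a library was 24732 ± 4606 (SD, n = 2 libraries) at 0 h, 39359 ± 2798 at 24 h, and 48601 ± 5070 at 96 h. The ranges of this ratio at 0 and 96 h did not overlap. Whether miR-200c-3p itself changed between 0 and 96 h depended on the normalization. Its log2-fold change was −0.03 with TMM (adjusted p = 0.925, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.044 with DESeq2's size factors within edgeR, and −0.75 under total counts (adjusted p = 0.0282 in the same edgeR test).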

Interestingly, the canonical EMT miRNA, miR-200c, only expressed at very low levels in A549 cells comparing to miR-21 (normalized read counts 43.33 vs. 1,026,301.79). Because the canonical EMT TFs such as SNAIL and ZEB are also expressed at very low levels in A549 cells, we speculated that the canonical SNAIL/ZEB-miR-200c EMT-regulatory circuit is not functional in A549 cells, and FOXP1 and miR-21 are the master molecules to regulate EMT in A549 cells.

**Fig. 2:**
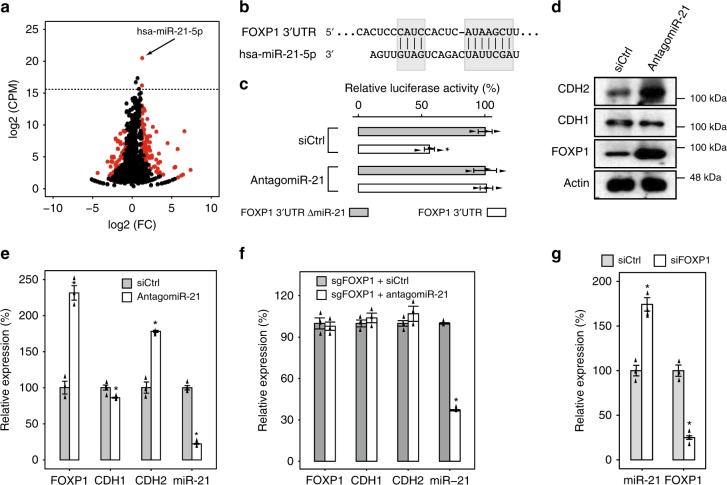
FOXP1 and miR-21 form a double-negative feedback loop. **a** Volcano plot showing the differential expression of miRNAs at 96 h into TGF-β-induced EMT in A549 cells. The red dots represent miRNAs with a differential expression FDR < 0.05 and absolute log2-fold change > 1. The horizontal dotted line represents the log2(CPM) corresponding to 100 copies/cell. **b** Graph showing the sequence alignment of FOXP1 3’UTR with miR-21-5p. **c** The results of the luciferase reporter assay were quantified (bar charts). **d** Immunoblotting analysis of the protein abundance of indicated genes in A549 cells during TGF-β-induced EMT after a specific antagomiR was used to silence miR-21 expression. **e** Same as (**d**) for the qRT-PCR assay. **f** qRT-PCR analysis of the indicated genes in A549 cells during TGF-β-induced EMT after a specific antagomiR was used to silence miR-21 expression, using A549 cells whose miR-21 binding site in FOXP1 has been mutated by CRISPR-Cas9. **g** A549 cells undergoing TGF-β-induced EMT were treated with a siRNA targeting FOXP1, and the impact on miR-21 expression was quantified using qRT-PCR. *n* = 3; error bars indicate the means ± s.d. *p < 0.01, determined using a two-tailed Student’s *t* test. Source data are provided as a Source Data file

Unlike ZEB1, which possesses multiple binding sites for the miR-200 family, FOXP1 only has a single highly conserved binding site for miR-21 (Fig. 2b). To determine whether the miR-21 binding site is functional, we cloned the FOXP1 3′UTR containing the miR-21 binding site into a luciferase reporter and observed that luciferase activity was substantially reduced in the presence of the miR-21 binding site. The inhibitory effect is miR-21-specific because deleting the seed region of the miR-21 binding site or miR-21 knockdown effectively restored luciferase activity (Fig. 2c). We next investigated whether miR-21 is functional during TGF-β-induced EMT. Expectedly, miR-21 knockdown in mesenchymal cells (96 h into TGF-β-induced EMT) significantly enhanced the mRNA and protein abundance of FOXP1, and consequently, further upregulated CDH2 and repressed CDH1 (Fig. 2d, e). The reduction of miR-21 during EMT also significantly enhanced the migration and invasion of these cells, confirming that miR-21 regulates TGF-β-induced EMT in A549 cells (Supplementary Fig. 3). To demonstrate that miR-21 regulates EMT through FOXP1, we mutated the seed region of miR-21 binding site in the 3′UTR of FOXP1 by CRISPR/Cas9 and remeasured the impact of miR-21 knockdown on EMT (Fig. 2f, Supplementary Fig. 3A, B). Critically, the lack of functional miR-21 binding site completely abolished the impact of miR-21 on the expression of EMT genes (Fig. 2f), and cells’ ability to migrate or invade (Supplementary Fig. 3D). Hence, miR-21 regulates EMT strictly through FOXP1 in A549 cells. Moreover, the knockdown of FOXP1 by FOXP1-specific siRNA induced the significant upregulation of miR-21 (Fig. 2g). Taken together, these data confirmed that FOXP1 and miR-21 form the canonical double-negative feedback loop.

### TGFBI regulates EMT as a ceRNA for miR-21

A canonical theme of EMT-regulatory circuits is that the key miRNAs involved in this process, such as members of the miR-200 family, are downregulated during EMT. Surprisingly, miR-21 demonstrated unorthodox upregulation during TGF-β-induced EMT in A549 cells (Fig. 2a). 

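MIR21 lies on chromosome 17 of GRCh37 from 57918627 to 57918698, within an untranslated exon of VMP1 on the same strand. The level of its mature strand miR-21-5p was 432033 ± 67682 CPM (SD, n = 2 libraries) at 0 h, 555096 ± 23542 at 24 h, and 846945 ± 58166 at 96 h after TMM normalization, which does not hold the sum over all miRNAs constant. The log2-fold change at 96 h was 0.97 (standard error 0.18, adjusted p = 0.00209, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so that miR-21-5p was significant but did not reach the fold-change threshold of 1. It passed the threshold with DESeq2's size factors within edgeR and with DESeq2 itself, both at 1.05, without the expression filter at 1.02, and when only the 0 and 96 h libraries were fitted at 1.02. Total counts gave the lowest value, 0.25. At 24 h the log2-fold change was 0.36 (standard error 0.18, adjusted p = 0.215 in the same edgeR test). Leaving out each of the 0 and 96 h libraries in turn gave values from 0.83 to 1.18 at 96 h, the highest without 0 h replicate 1. The other strand of the precursor, miR-21-3p, had a log2-fold change of 0.40 at 96 h (adjusted p = 0.0538 in the same edgeR test), which was −0.34 under total counts. It was 0.47 with DESeq2's size factors and 0.46 without the expression filter (adjusted p = 0.0376 and 0.0423 in the same edgeR test). With DESeq2 it was 0.47 (adjusted p = 0.0442, DESeq2's Wald test). With the other settings miR-21-3p was not significant.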

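The log2-fold change of miR-21-5p at 96 h corresponds to 1.96-fold after TMM normalization and 1.19-fold on total counts. Of all reads on mature miRNAs, miR-21-5p took 56.1% and 52.4% in the 0 h libraries, 56.8% and 58.1% in the 24 h libraries, and 65.5% and 63.8% in the 96 h libraries. The 95% Wilson confidence intervals, which cover counting error only, were narrower than the distance between any of these libraries, for example 65.51% to 65.59% for 96 h replicate 1 and 63.73% to 63.82% for 96 h replicate 2. The mean share was 54.3% ± 2.61 (SD, n = 2 libraries) at 0 h, 57.5% ± 0.931 at 24 h, and 64.7% ± 1.26 at 96 h. Both libraries at 96 h were above all libraries at 0 and 24 h, and the gain of 10.4 percentage points over 0 h exceeded the spread between replicates. When reads are counted once for each precursor that lists them, as in the deposited table, the mean shares were 49.5%, 52.7%, and 60.2%.

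**Figure D2:**
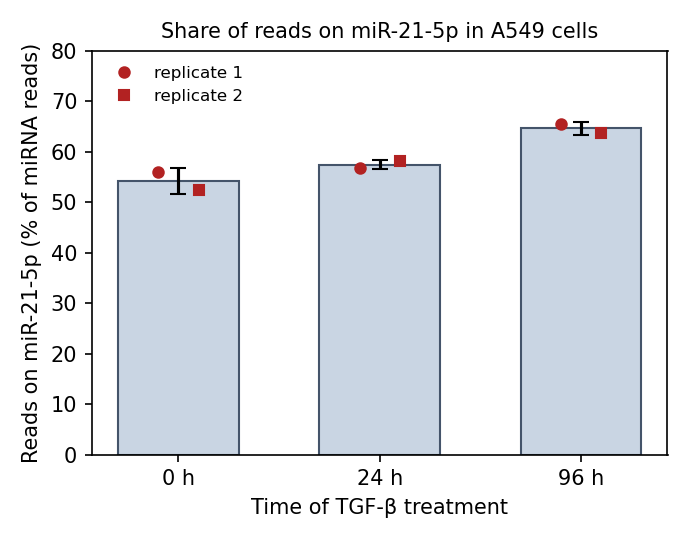
Share of all reads on mature miRNAs that fell on miR-21-5p, in percent, at 0, 24, and 96 h of TGF-β treatment. Bars show the mean of 2 libraries, error bars the SD, and points the single libraries, with circles for replicate 1 and squares for replicate 2; the mean rises from 54.3% to 64.7%.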

Although the fold change was modest (1.2 at 96 h into EMT), the increase in the absolute number of miR-21 transcripts was substantial because miR-21 comprised 64.91% of all mappable reads in miRNA-seq at 96 h into EMT. This observation raised the interesting question of how FOXP1 functions in the presence of a large number of miR-21 molecules.

An attractive mechanism to overcome the inhibition of miR-21 is through a ceRNA effect, which requires the presence of sufficient MREs to sequester the miR-21 molecules. To examine this hypothesis, we first analyzed the dynamic change of miR-21 MREs using the time-course RNA-SEQ data during TGF-β-induced EMT. This analysis showed that the miR-21 MREs exhibited a fourfold expansion during TGF-β-induced EMT (Fig. 3a, Supplementary Fig. 4A, Supplementary Tables 1 and 2). Importantly, TGFBI, a gene broadly associated with EMT and with experimentally validated miR-21 binding sites^32^, represented over 90% of all the increased miR-21 MREs in A549 cells during EMT (Supplementary Table 2). Importantly, recent studies have demonstrated that the absolute quantification of miRNAs and their corresponding ceRNAs is critical to establish ceRNA effects^11,13^. Hence, we performed absolute qRT-PCR to quantify the number of miR-21 and TGFBI at several time points during EMT (Supplementary Fig. 4B). As expected, the number of miR-21 was approximately 3.5-fold higher than the number of TGFBI in unstimulated A549 cells, a result that was consistent with reports demonstrating the oncogenic roles of miR-21 in A549 cells^33^. Importantly, TGF-β treatment induced the strong upregulation of TGFBI, and TGFBI outnumbered miR-21 by 1.95-fold (6489 vs. 3323) at 24 h into EMT, suggesting that TGFBI may effectively function as a miR-21 ceRNA to relieve the repression of FOXP1. Moreover, TGFBI demonstrated a modest downregulation late into EMT and outnumbered miR-21 only by 20% at 96 h (5056 vs. 4220). The near-equal amount of TGFBI and miR-21 at 96 h suggested that miR-21 can perform its repressive function during the mesenchymal state, which is consistent with the equilibrium expression of FOXP1 and the results of the miR-21 knockdown experiments shown in Fig. 2.

**Fig. 3:**
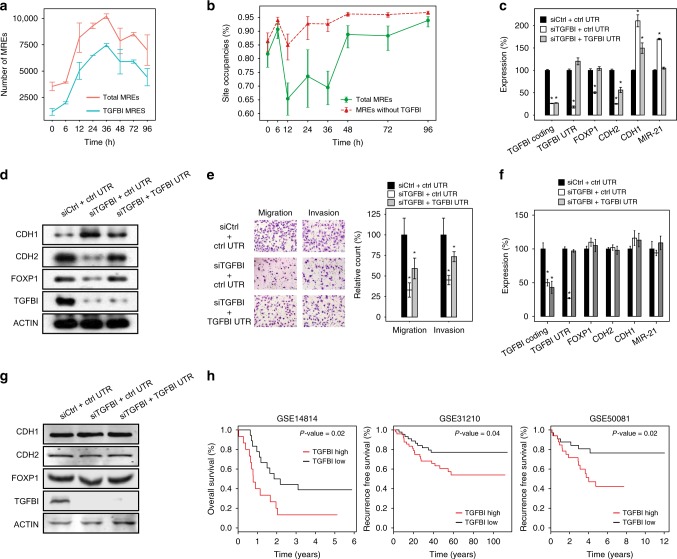
TGFBI is a functional ceRNA for miR-21 to regulate EMT. **a** Graph showing the number of miR-21 MREs extrapolated from RNA-seq data during TGF-β-induced EMT in A549 cells using targetScan-based predictions. **b** Graph showing the dynamics of modeled 8-mer miR-21 binding site occupancy during TGF-β-induced EMT in A549 cells using targetScan-based predictions. **c** Graph showing the level of indicated RNAs in A549 cells during TGF-β-induced EMT subjected to the indicated treatments. **d** Same as (**c**) for the immunoblotting analysis. **e** A549 cells undergoing TGF-β-induced EMT were treated as indicated and subjected to a migration assay (left panel) and an invasion assay (right panel). Scale bars: 100 μm. The migrated or invaded cells were quantified (bar charts). *n* = 6. **f** Graph showing the level of indicated RNAs in A549 cells during TGF-β-induced EMT subjected to the indicated treatments, using cells whose DICER1 has been knocked out with CRISPR-Cas9. **g** Same as (**f**) for the immunoblotting analysis. **h** Kaplan–Meier survival analyses based on the overexpression of TGFBI in three independent lung cancer data sets. *n* = 3; error bars indicate the means ± s.d. *p < 0.01, determined using a two-tailed Student’s *t* test. Source data are provided as a Source Data file

We next performed computational simulations to calculate the changes of miR-21 binding site occupancy during EMT using estimated number of MREs and miR-21 (Fig. 3b and Supplementary Fig. 4C). Consistent with the dynamic expression patterns of TGFBI and miR-21 during EMT, the 8mer miR-21 binding site occupancy decreased to around 70% at the 12–36 h period during EMT, and reversed back to 90% at 48 h. The drop was more prominent with MREs estimated by targetScan (average about 20%) than with MREs estimated by pictar (average about 10%), suggesting that different prediction algorithms could have significant impacts on the estimated number of MREs, and consequently, modeled site occupancies. Critically, the miR-21 binding site occupancy was consistently above 90% when the TGFBI MREs were removed from the simulation, suggesting that TGFBI is the key ceRNA molecule during EMT.

We next experimentally examined whether TGFBI indeed exhibited functional ceRNA activities during TGF-β-induced EMT in A549 cells. The results of absolute qPCR revealed that the ceRNA effect of TGFBI is strongest around 24 h into EMT because TGFBI expression peaked around 24 h into EMT. Hence, we knocked down TGFBI using siRNA 24 h prior to TGF-β treatment and analyzed the impact of TGFBI-specific siRNA at 24 h into EMT. Compared with control siRNA, the siRNA specific for TGFBI significantly reduced the expression of FOXP1 and CDH2 and, conversely, enhanced the expression of CDH1 and miR-21, suggesting that TGFBI can directly modulate miR-21 activity through the FOXP1-miR-21 double-negative feedback loop. (Fig. 3c, d). This effect reflected the ceRNA activity of TGFBI because overexpressing the TGFBI 3′UTR containing the miR-21 binding site, but not the control 3′UTR without the miR-21 binding site, could effectively rescue the expression of FOXP1, miR-21, CDH1, and CDH2 (Fig. 3c, d). We further analyzed the ceRNA activity of TGFBI using transwell assays. Expectedly, the knockdown of TGFBI significantly reduced the migration and invasion of the cells (Fig. 3e). Consistent with the results of qRT-PCR and immunoblot assays, the reduction of motility could be effectively rescued by overexpressing functional TGFBI 3′UTR containing the miR-21 binding site (Fig. 3e).

A potential pitfall of siRNA-based assays is the saturation of the RISC machinery, which could affect miRNA function indirectly. Thus, we further analyzed the TGFBI ceRNA activity using two additional approaches. We first utilized CRISPR/Cas9 technology to knockout DICER1, which is essential for the biogenesis of miRNAs (Supplementary Fig. 5A, B). As expected, the knockout of DICER1 gene reduced the mature miR-21 abundance by >90% (Supplementary Fig. 5C, D) comparing to wide type controls. Consistent with the hypothesis that the ceRNA effects of TGFBI require functional miRNAs, depleting TGFBI in DICER1-less A549 cells demonstrated no detectable impacts on the expression of key EMT genes (Fig. 3f, g). Moreover, the introduction of TGFBI 3′UTR with miR-21 binding sites into A549 cells also generated neglectable impacts on key EMT molecules, further confirming that the impact of TGFBI is through the associated ceRNA activities that require mature miRNAs (Fig. 3f, g). Secondly, we mutated the seed region of miR-21 binding site in the 3′UTR of TGFBI with CRISPR/Cas9 technology (Supplementary Fig. 6A–D). We then repeated the ceRNA function assays by depleting TGFBI with specific siRNAs. As expected, no significant impacts on the expression of FOXP1, CDH1, CDH2, and miR-21 were detected in A549 cells lacking functional miR-21 binding sites in the 3′UTR of TGFBI (Supplementary Fig. 6E, F). Interestingly, introducing TGFBI 3′UTR with functional miR-21 binding sites did generate a small but significant impact on the expression of FOXP1, CDH2, and miR-21 (Supplementary Fig. 6E, F). Taken together, these data demonstrated that the observed ceRNA effects of TGFBI operate specifically through the associated miR-21 binding site. Finally, TGFBI knockdown only impacted the expression of genes with experimentally validated miR-21 binding sites, further demonstrating the specificity of the ceRNA effects associated with TGFBI (Supplementary Fig. 6G, H).

We next examined whether the key TFs controlling EMT regulate TGFBI expression. Previously, we established that three master TFs, ETS2, HNF4A, and JUNB, synergistically regulate EMT in A549 cells. As expected, the knockdown of ETS2, HNF4A, or JUNB significantly reduced TGFBI expression, confirming that the master TFs for EMT positively regulate TGFBI expression (supplementary Fig. 6I, J). Moreover, the knockdown of FOXP1 significantly enhanced TGFBI expression, which was consistent with the observed downregulation of TGFBI late into EMT (Supplementary Fig. 6I, J). Taken together, these data suggested that TGFBI, the key ceRNA regulating EMT in A549 cells, is directly coupled with the FOXP1-miR-21 double-negative feedback loop and represents an intrinsic component of the EMT-regulatory circuits.

Because EMT is a crucial step of metastasis, it is of great interest to examine whether TGFBI expression is associated with the clinical outcome of cancer patients. We then performed Kaplan–Meier survival analyses on three independent lung cancer data sets. Reassuringly, the overexpression of TGFBI was consistently associated with a poor clinical outcome in tested sets (Fig. 3h), suggesting that TGFBI may serve as a novel target to intervene metastasis.

### FN1 regulates EMT as a ceRNA for miR-200c

To demonstrate that the coupling of ceRNA with double-negative feedback loops is a conserved principle underlying EMT-regulatory circuits, we next examined whether ceRNA also represents a crucial component in the canonical ZEB-miR200 regulatory model of EMT using MCF10A cells. We first used publicly available time-course microarray data to examine whether the MREs for miR-200c, the miRNA that plays a key role in regulating EMT in MCF10A cells, demonstrate significant dynamics during EMT (Supplementary Fig. 7A, B, Supplementary Tables 3 and 4). Strikingly, we observed a pattern analogous to that observed in A549 cells: the MREs for miR-200c displayed significant upregulation, and a single RNA, FN1, represented over 90% of all increased MREs during EMT in MCF10A cells at 72 h into EMT (Supplementary Fig. 7A, B, Supplementary Table 4). Importantly, the binding sites for miR-200c in FN1 mRNA have been experimentally validated^34^, suggesting that FN1 could display substantial ceRNA effects. Encouraged by the results of MRE dynamics analyses, we quantified the number of miR-200c and FN1 mRNA in MCF10A cells during TGF-β-induced EMT. Expectedly, the absolute qPCR analyses confirmed that while miR-200c outnumbered FN1 by 4.43-fold in unstimulated MCF10A cells, FN1 quickly outnumbered miR-200c upon TGF-β-induced EMT (Fig. 4a). Importantly, the absolute number of FN1 reached a level similar to that of miR-200c as early as 24 h into EMT and outnumbered miR-200c by 2.77-fold (3035 vs. 1094) at 96 h. Hence, the ceRNA effects through FN1 occurred prior to transcriptional repression of miR-200c by ZEB1, which occurred late into TGF-β-induced EMT because the substantial downregulation of miR-200c was observed late (>120 h) into EMT^26^ (Fig. 4a).

**Fig. 4:**
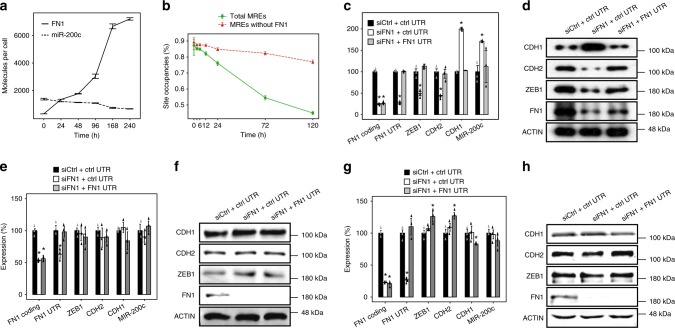
FN1 is a functional ceRNA for miR-200c to regulate EMT. **a** Absolute quantification of the numbers of FN1 mRNA and miR-200c transcripts during TGF-β-induced EMT in MCF10A cells. **b** Graph showing the dynamics of modeled 8-mer miR-200c binding site occupancy during TGF-β-induced EMT in MCF10A cells using pictar-based predictions. **c** Graph showing the level of indicated RNAs in MCF10A cells during TGF-β-induced EMT subjected to indicated treatments. **d** Same as (**c**) for immunoblotting analysis. **e** Graph showing the level of indicated RNAs in MCF10A cells during TGF-β-induced EMT subjected to indicated treatments, using cells whose DICER1 has been knocked down. **f** Same as (**e**) for immunoblotting analysis. **g** Graph showing the level of indicated RNAs in MCF10A cells during TGF-β-induced EMT subjected to indicated treatments, using cells whose conserved miR-200c binding site in FN1 3′UTR has been mutated with CRISPR-Cas9. **h** Same as (**g**) for immunoblotting analysis. *n* = 3; error bars indicate the means ± s.d. *p < 0.01, determined using a two-tailed Student’s *t* test. Source data are provided as a Source Data file

To confirm that the ceRNA effect of FN1 could regulate EMT, we first performed computational simulations to estimate the changes of miR-200c binding site occupancies analogous to miR-21. Unlike miR-21, which was upregulated during EMT, miR-200c expression was gradually repressed during EMT in MCF10A cells^35^. More importantly, FN1, the putative miR-200c ceRNA, displayed a monotonic upregulation (Fig. 4a). Consequently, mathematical simulation showed that the 8mer miR-200c site occupancy gradually decreased as cells undergoing EMT, and declined from about 90% at 0 h to around 55% at 72 h into EMT using MREs estimated by pictar (Fig. 4b). Critically, the reduction in miR-200c binding site occupancy was predominantly due to FN1 because the removal of FN1 MREs from the equation restored the miR-200c binding site occupancy to about 85% at 72 h into EMT (Fig. 4b). Reassuringly, a similar pattern was observed using MREs estimated from targetScan predictions (Supplementary Fig. 7C).

We next performed experimental analyses to demonstrate that FN1 indeed could regulate EMT as a ceRNA. We first knocked down FN1 using siRNA at 48 h into EMT and examined its effects 48 h later. The time point to introduce siRNA was carefully selected to isolate the ceRNA effects from transcriptional repression, which manifested its effects at approximately 120 h, and to target the time point with maximal ceRNA potency, which occurred at 96 h as shown by the dynamics of binding site occupancy (Fig. 4b). Consistent with the postulated regulatory role of FN1 as a ceRNA for miR-200c, the knockdown of FN1 significantly enhanced the expression of CDH1 and miR-200c and repressed the expression of ZEB1 and CDH2 (Fig. 4c, d). Importantly, rescue experiments with FN1 3′UTR containing miR-200c binding sites, but not control 3′UTR lacking the miR-200c sites, restored the expression of the tested genes; this result confirmed that the observed changes indeed reflected ceRNA effects (Fig. 4c, d). We next performed two additional sets of experiments analogous to TGFBI. In the first approach, we depleted DICER1 from MCF10A with DICER1-specific siRNA (Supplementary Fig. 8), and remeasured the impact of FN1 on the core EMT molecules. Consistent with the essential role of mature miRNAs in mediating ceRNA effects, FN1 knockdown had no detectable impact on ZEB1, CDH1, CDH2, and miR-200c in DICER1-less MCF10A cells (Fig. 4e, f). In a second approach, we mutated the seed region of miR-200c binding site in the 3′UTR of FN1 with CRISPR/Cas9 technology (Supplementary Fig. 9), and reexamined the ceRNA activity of FN1 in the absence of endogenous functional miR-200c binding sites. Although pictar predicted two miR-200c binding sites in the 3′UTR of FN1, only one was also predicted by targetScan as “conserved”. A careful examination of the secondary structures suggested that only the conserved site is functional because the poorly conserved site is located in a stem region of the modeled secondary structures (Supplementary Fig. 9A, B). We then knocked out the poorly conserved site with CRISPR/Cas9 technology and observed no detectable impact on the ceRNA activities of FN1 (supplementary Fig. 9C–E), confirming that the poorly conserved miR-200c binding site is not functional. We then mutated the conserved miR-200c binding site in FN1 3′UTR with CRISPR/Cas9 and measured the impact on the ceRNA activities of FN1 (Fig. 4g, h, and Supplementary Fig. 9F, G). Reassuringly, FN1 knockdown in MCF10A cells without endogenous functional miR-200c binding site in FN1 3′UTR did not produce significant impact on the key EMT molecules (Fig. 4g, h). In sharp contrast to DICER1-less MCF10A cells, where the addition of exogenous FN1 3′UTR with functional miR-200c binding site displayed no detectable impact on key EMT molecules due to the lack of mature miRNAs (Fig. 4e, f), the introduction of exogenous FN1 3′UTR into MCF10A cells without endogenous functional miR-200c binding site in FN1 3′UTR did generate a small but significant upregulation of ZEB1 and CDH2, further demonstrating that the observed ceRNA activity of FN1 is highly specific and dependent on the presence of mature miRNAs and functional miR-200c binding site in FN1. Finally, FN1 knockdown only impacted the expression levels of genes with experimentally confirmed miR-200c binding sites, further confirming the specificity of the ceRNA effects associated with FN1 (supplementary Fig. 10A, B).

FN1 is a marker for mesenchymal cells, and its upregulation has been universally associated with EMT^22^. Thus, the key TFs regulating EMT, such as SNAIL and ZEB, were suggested to regulate FN1 expression. Consistent with this hypothesis, the knockdown of SNAI1 or ZEB1 in MCF10A cells significantly reduced FN1 expression (Supplementary Fig. 10C, D). Hence, the key TFs controlling EMT directly upregulate FN1, the ceRNA that dilutes the inhibitory effects of miR-200c prior to the transcriptional repression of miR-200c via ZEB1; this finding further demonstrates that ceRNA is tightly coupled with double-negative feedback loops and is an intrinsic component of the EMT-regulatory circuits.

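In A549 cells, miR-21-5p ranked 1 by count among the mature miRNAs in all 6 libraries from 0 to 96 h of TGF-β treatment. The next miRNA was let-7i-5p in each library, with between 5.96% and 8.10% of the reads, so that miR-21-5p exceeded it 6.77 to 10.7 times. By mean level, miR-27b-3p, miR-100-5p, and miR-30a-5p followed, with 5.55% ± 0.193 (SD, n = 2 libraries), 2.78% ± 0.0384, and 2.27% ± 0.0438 of the reads at 0 h. On total counts, the log2-fold changes of let-7i-5p, miR-27b-3p, and miR-30a-5p at 96 h were −0.34, −0.57, and −0.16, while after TMM normalization they were 0.38, 0.16, and 0.56. That of miR-100-5p was above 0 both ways, at 0.23 and 0.95.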

Unlike A549 cells, in which the key EMT-regulatory miRNA (miR-21) is the most abundant miRNA, miR-200c is only the 15^th^ highest expressing miRNA in MCF10A cells (Supplementary Table 5). Importantly, the higher ranked miRNAs in MCF10A cells are expressed at substantially high levels than miR-200c. For example, the normalized read count for the highest expressing miR-378a-3p is about 28 times higher than that of miR-200c (5,886,078 vs. 211,178). Assuming a linear relationship between normalized read counts and absolute molecule numbers, we estimated that there are about 38,910 miR-378a-3p molecules in MCF10A cells, which is about 12 times higher than FN1 mRNAs at 96 h into EMT. This discrepancy suggested that if the higher expressing miRNAs also target ZEB1, then the ceRNA effect from FN1 is unlikely to be functional. To address this issue, we compared the miRNAs predicted by targetScan to regulate ZEB1 with the top 14 highest expressing miRNAs in MCF10A cells. Reassuringly, none of the 14 miRNAs targets ZEB1 (Supplementary Table 6). This analysis demonstrated that the FN1-miR-200c axis operates independent of the higher expressing miRNAs in MCF10A cells, and is functional despite the presence of excessive miRNAs.

### Mathematical simulation of the EMT-regulatory circuit

To further demonstrate the role of ceRNA in regulating EMT, we investigated whether a mathematical model incorporating the ceRNA effect of FN1 could capture the dynamics of EMT, which are characterized by the slow dynamics (long half-life) of miR-200s and the fast dynamics of ZEB1, CDH1, and CDH2^28^. We compared the simulation results of the canonical model and the new model that included FN1, the ceRNA for miR-200c (Fig. 5a). To demonstrate that the canonical model could not capture EMT dynamics using miR-200c-related parameters that were consistent with the long half-life of miRNAs, we performed simulations using the canonical EMT model but with modified parameters. Specifically, the parameters were modified such that the majority (90%) of miR-200c in the mRNA–miRNA complexes was recycled, which is consistent with experimental observations. Bifurcation analyses demonstrated that the cells did not reach the mesenchymal state because ZEB1 could not overcome the repression of miR-200c (Fig. 5b, c, Supplementary Fig. 11A, B). We subsequently modified the model to incorporate ODEs describing the kinetics of FN1-related reactions (Supplementary Model 1). Expectedly, simulation using the model incorporating FN1 successfully recaptured the temporal dynamics of key EMT molecules (Supplementary Fig. 11C). Moreover, the bifurcation analysis recapitulated three stable states, suggesting that the incorporation of FN1 successfully captured the dynamic state transitions during EMT (Fig. 5d). Finally, we simulated FN1 knockdown by increasing the degradation rate constant of free FN1 mRNA and observed that miR-200c remained high during the simulation and that the cells failed to enter the mesenchymal state (Fig. 5e, Supplementary Fig. 11D). Reassuringly, the results from simulated FN1 knockdown are consistent with experimental observations following FN1 knockdown (Fig. 4c, d). Taken together, the simulation results confirmed that ceRNA represents an intrinsic component of the EMT-regulatory circuit.

**Fig. 5:**
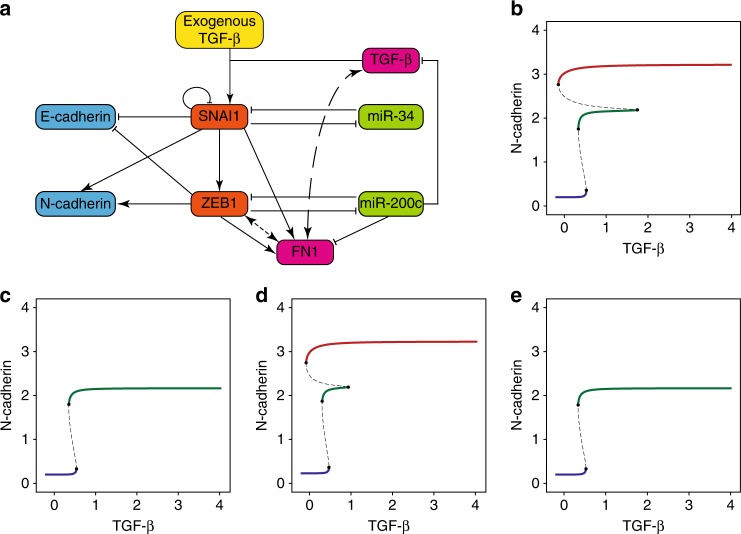
Model incorporating FN1 recaptures EMT dynamics. **a** Graph illustrating the EMT-regulatory circuit incorporating FN1. Dotted lines represent ceRNA interactions. **b** Bifurcation analysis using the original EMT model of Zhang et al.^26^. **c** Bifurcation analysis using the original EMT model of Zhang et al. with an increased miR-200c half-life. Specifically, the parameters controlling the recycling rates of miR-200c in the miR-200c-ZEB1 complexes increased from 0.5 to 0.9. **d** Bifurcation analysis using the EMT model incorporating FN1. **e** Bifurcation analysis simulating FN1 knockdown. Specifically, the FN1 degradation rate constant in the EMT model incorporating FN1 increased to 1

### The abundance of ceRNA determines the reversibility of EMT

Although ceRNA is an intrinsic component of EMT-regulatory circuits in the two cell lines examined, the dynamics of ceRNA displayed a striking difference. In benign MCF10A cells, FN1 was upregulated and consistently outnumbered miR-200c (Fig. 4a). However, TGFBI was first upregulated and subsequently downregulated in cancerous A549 cells, resulting in a similar number of TGFBI and miR-21 molecules in the mesenchymal state (Supplementary Fig. 4B). Because the stoichiometry between ZEB and miR-200c play critical roles in controlling the reversibility of EMT^36^, we hypothesized that the stoichiometry between ceRNA and miRNA could play similar roles.

To examine this hypothesis, we first examined whether A549 cells induced by TGF-β to undergo EMT could also undergo a spontaneous mesenchymal-to-epithelial (MET) transition transition upon the removal of TGF-β. Upon TGF-β treatment, A549 cells underwent EMT and transited from an epithelial phenotype (Fig. 6a) to a mesenchymal phenotype (Fig. 6b). Interestingly, the removal of TGF-β triggered a spontaneous MET and A549 cells reverted back to epithelial phenotype in the presence of control siRNA (Fig. 6c) or control 3′UTR (Fig. 6d). Critically, the reversal to epithelial phenotype upon TGF-β remover was completely blocked with TGFBI 3′UTR (Fig. 6e) or antagomiR-21 (Fig. 6f), suggesting that the high level of miR-21 drives the spontaneous MET in A549 cells. Reassuringly, the changes in morphology were accompanied by the downregulation of VIM and upregulation of CDH1, which were confirmed through flow cytometry analyses (Fig. 6g, Supplementary Fig. 12A).

**Fig. 6:**
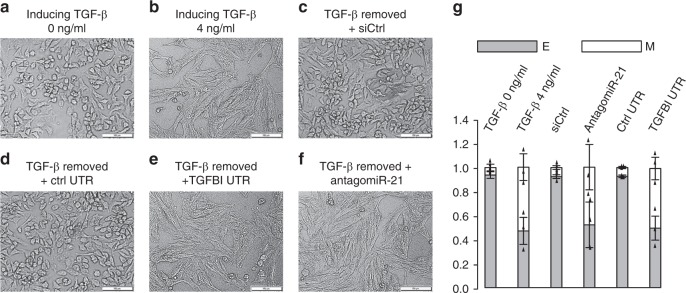
CeRNA abundance determines EMT reversibility in A549 cells. **a** Morphologies of untreated A549 cells. **b** Morphologies of A549 cells treated with 4 ng/ml of TGF-β for 7 days to induce EMT. **c** Morphologies of cells treated by 4 ng/ml TGF-β for 7 days followed by TGF-β removal and treated with control siRNA for 3 days. **d** Morphologies of cells treated by 4 ng/ml TGF-β for 7 days followed by TGF-β removal and treated with control UTR for 3 days. **e** Morphologies of cells treated by 4 ng/ml TGF-β for 7 days followed by TGF-β removal and treated with TGFBI UTR for 3 days. **f** Morphologies of cells treated by 4 ng/ml TGF-β for 7 days followed by TGF-β removal and treated with antagomiR-21 for 3 days. **g** Cells in (**a**–**f**) were subjected to flow cytometry analysis by double staining with CDH1 and VIM antibodies and quantified into E (epithelial cells, gray bars) and M (mesenchymal cells, white bars). The images in (**a**–**f**) are representative of three independent biological replicates. Scale bars: 100 μm. *n* = 3; error bars indicate the means ± s.d.

We next examined whether MCF10A cells induced by TGF-β to undergo EMT could also undergo a spontaneous MET transition upon the removal of TGF-β. As expected, MCF10A cells transited from an epithelial phenotype (Fig. 7a) to a mesenchymal phenotype (Fig. 7b) upon TGF-β treatment. However, the removal of TGF-β failed to trigger a spontaneous MET and MCF10A cells maintained the mesenchymal phenotype (Fig. 7c). Importantly, FN1 knockdown with specific siRNA did successfully induce MET after TGF-β removal (Fig. 7d), and the effects of siFN1 could be effectively reverse by the addition of FN1 3′UTR (Fig. 7e). Finally, overexpressing miR-200c after TGF-β removal also promoted a transition to the epithelial phenotype, suggesting that both ceRNA and miRNA possess the ability to regulate MET (Fig. 7f). Similar to A549 cells, flow cytometry analyses confirmed that the downregulation of VIM and upregulation of CDH1 occurred simultaneously with morphology transitions in MCF10A cells (Fig. 7g, Supplementary Fig. 12B). Taken together, these data suggested that the stoichiometry between ceRNA and miRNA represents a critical parameter controlling the reversibility of the EMT, which could be a key barrier modulating the efficiency of metastasis.

**Fig. 7:**
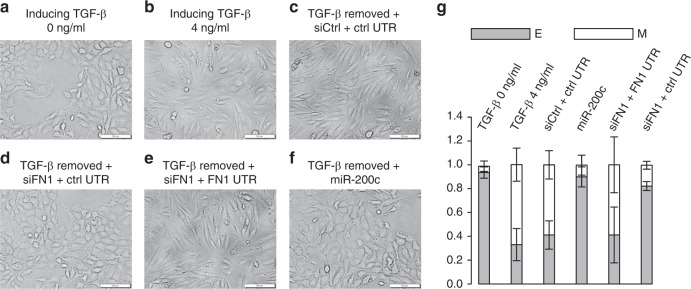
CeRNA abundance determines EMT reversibility in MCF10A cells. **a** Morphologies of untreated MCF10A cells. **b** Morphologies of MCF10A cells treated with 4 ng/ml of TGF-β for 7 days to induce EMT. **c** Morphologies of cells treated by 4 ng/ml TGF-β for 7 days followed by TGF-β removal and treated with control siRNA and control UTR for 3 days. **d** Morphologies of MCF10A cells treated by 4 ng/ml TGF-β for 7 days followed by TGF-β removal and treated with siFN1 and control UTR for 3 days. **e** Morphologies of cells treated by 4 ng/ml TGF-β for 7 days followed by TGF-β removal and treated with siFN1 and FN1 UTR for 3 days. **f** Morphologies of cells treated by 4 ng/ml TGF-β for 7 days followed by TGF-β removal and treated with miR-200c for 3 days. **g** Cells in (**a**–**f**) were subjected to flow cytometry analysis by double staining with CDH1 and VIM antibodies and quantified into E (epithelial cells, gray bars) and M (mesenchymal cells, white bars). The images in (**a**–**f**) are representative of three independent biological replicates. Scale bars: 100 μm. *n* = 3; error bars indicate the means ± s.d.

## Discussion

Here, we showed that a single mRNA dynamically induced during EMT could represent the vast majority of induced MREs and regulate EMT through a ceRNA effect. Because highly expressed mRNAs can readily exceed 1000 copies/cell and because some cancer cells express a substantially lower number of miRNAs than normal tissues^15^, these results indicate that, at least in cancer cells that miRNAs are downregulated, the dynamic expression of a single RNA could effectively function as a ceRNA.

Several lncRNAs that are aberrantly overexpressed in metastatic cancers have been reported to regulate EMT via a ceRNA mechanism^6,37–40^. However, these ceRNAs represent a static overexpression that modifies the steady state equilibrium of the mesenchymal state. Recently, Title et al.^25^ reported that the miR-200-ZEB1 axis, which is crucial for tumorigenesis, demonstrates extreme signal sensitivity for regulating EMT. In line with their finding, we showed that the dynamically induced ceRNAs are directly coupled with the double-negative feedback loops of EMT, and operate in a dynamic and hypersensitive fashion. These results suggest that ceRNAs may represent candidate regulators in pathways utilizing TF-miRNA feedback loops.

Previous studies have suggested that the balance between ZEB1 and miR-200 controls the reversibility of EMT^23,36^. However, those analyses were conducted by artificially manipulating the levels of ZEB1 or miR-200; moreover, the mutually inhibitory nature of ZEB1 and miR-200 and the model simulation suggest that the transition into mesenchymal state is largely irreversible^26^. Here, we showed that the stoichiometry between ceRNA and miRNA represents a critical parameter that determines the reversibility of EMT in cancer cell models. Importantly, the cancerous A549 cells express similar numbers of ceRNAs and miRNAs in the mesenchymal state, and removing TGF-β readily reversed the EMT process. This result suggests that cancer cells may have acquired a distinct mechanism that lowers the energy barrier of the EMT to MET transition by dynamically modulating ceRNA levels. Hence, the stoichiometry between miRNA and ceRNA may represent a novel parameter to intervene metastasis.

## Methods

### Cell culture

A549 cells and MCF10A cells were obtained from cell bank of Chinese Academy of Sciences and have been test to be free of mycoplasma contamination. The identities of cells have been confirmed by STR profiling. A549 cells were maintained in Dulbecco’s Modified Eagle’s Medium:Nutrient Mixture F-12 (DMEM/F-12) (Corning) supplemented with 10% fetal bovine serum (FBS). MCF-10A cells were maintained in Dulbecco’s Modified Eagle’s Medium:Nutrient Mixture F-12 (DMEM/F-12) (Corning) supplemented with 5% Horse Serum (Invitrogen #16050-122), 20 ng/ml EGF, 0.5 mg/ml Hydrocortisone, 100 ng/ml Cholera Toxin, 10 μg/ml Insulin, and 1% Pen/Strep (100× solution, Invitrogen #15070-063). Importantly, numerous studies have shown that there is substantial amount of TGF-β1 in FBS, which is sufficient to induce partial EMT^26,41^. Moreover, MCF10A cells could undergo spontaneous EMT when cultured at low confluence^42,43^. To successfully induce EMT, cells were seeded in serum-free medium for 24 h to reach ∼70% confluence before subject to TGF-β1 treatment. TGF-β1 (Gibco^®^ PHG9214) was added to a final concentration of 4 ng/ml and medium with TGF-β1 was replaced every other day.

### RNA isolation and qRT-PCR

Total RNA was isolated from cells using TRIzol reagent (TaKaRa). Reverse transcription was performed using the PrimeScriptTM RT Reagent Kit (TaKaRa) and gDNA Eraser (Perfect Real Time) according to the manufacturers’ instructions. qRT-PCR was performed using the SYBR Premix Ex Taq (Tli RNase H Plus) system on an ABI Step One Plus machine (Applied Biosystems). The experiments were performed in triplicate, and the values of mRNAs were normalized to that of GAPDH and the values of miRNAs were normalized to that of U6 snRNA. The primer sequences were as follows: U6 forward, CTCGCTTCGGCAGCACA; U6 reverse, AACGCTTCACGAATTTGCGT; Unified miRNA reverse primer, CCAGTGCAGGGTCCGAGGTA; miR-21-5p, GCCCGCTAGCTTATCAGACTGATG; miR-200c-3p, GCCCGCTAATACTGCCGGGTAAT; miR-21-5p-RT, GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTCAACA;

miR-200c-3p-RT,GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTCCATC; DICER1 forward, GAGCTGTCCTATCAGATCAGGG; reverse, ACTTGTTGAGCAACCTGGTTT; FOXP1 forward,TGGCATCTCATAAACCATCAGC; FOXP1 reverse, GGTCCACTCATCTTCGTCTCAG; TGFBI forward, CTTCGCCCCTAGCAACGAG, TGFBI reverse, TGAGGGTCATGCCGTGTTT; CDH1 forward, TCAGGCGTCTGTAGAGGCTT; CDH1 reverse, ATGCACATCCTTCGATAAGACTG; CDH2 forward, ACAGTGGCCACCTACAAAGG; CDH2 reverse, CCGAGATGGGGTTGATAATG; FN1 forward, GGAGTTTCCTGAGGGTTT; FN1 reverse, GCAGAAGTGTTTGGGTGA;

ZEB1 forward, AGTGGTCATGATGAAAATGGAAC; ZEB1 reverse, AGGTGTAACTGCACAGGGAGC; ETS2 forward, CCCCTGTGGCTAACAGTTACA; ETS2 reverse, AGGTAGCTTTTAAGGCTTGACTC; JUNB forward, ACAAACTCCTGAAACCGAGCC; JUNB reverse, CGAGCCCTGACCAGAAAAGTA; HNF4A forward, CACGGGCAAACACTACGGT; HNF4A reverse, TTGACCTTCGAGTGCTGATCC; TGFBI 3′UTR forward, CAGCCTCATGGGAAGTCCT; TGFBI 3′UTR reverse, ACATTTGACAGAACATTTCAACTCA; FN1 3′UTR forward, TGCTTCGAAGTATTCAATACCG; FN1 3′UTR reverse, TATAAAAATACTGGGAAAAATTGATAAA; SNAIL1 forward, TCGGAAGCCTAACTACAGCGA; SNAIL1 reverse, AGATGAGCATTGGCAGCGAG; GAPDH forward, GGAGCGAGATCCCTCCAAAAT; GAPDH reverse, GGCTGTTGTCATACTTCTCATGG.

### Absolute quantification of mRNAs and miRNAs

For absolute qPCR, sequence fragments of TGFBI mRNA (hg19, chr5:135,398,916–135,399,507) and FN1 mRNA (hg19, chr2:216,226,278–216,300,525) were synthesized by Sangon Biotech (Shanghai) Co., Ltd. and used to generate standard curves using the method described by Dhanasekaran et al.^44^. For the absolute qPCR of mir21-5p and mir200c-3p, the standard curves were generated using synthetic miRNAs (Shanghai GenePharma Co., Ltd.), and the absolute copy numbers of mature miRNAs were obtained using Hairpin-it miRNA qRT-PCR kits (Shanghai GenePharma Co., Ltd, catalog # E01006 and E22001) according to Gong et al.^45^. The following primer sequences were used: TGFBI forward, TGGGGCTCATAAAACATGAA; TGFBI reverse, CCTCCAAGCCACGTGTAGAT; FN1 forward, ACCAACCTACGGATGACTCG; FN1 reverse, GCTCATCATCTGGCCATTTT.

### Transient siRNA knockdown and transfection of 3′UTR

Cells were transfected with a negative control siRNA (Silencer R, Life Technologies) or with siRNAs targeting FOXP1, TGFBI, FN1, ETS2, JUNB, or HNF4α at a final concentration of 100 nM using Lipofectamine 2000 reagent (Invitrogen) or DharmaFECT Formulation 1 (Dharmacon) according to the manufacturer’s instructions. Co-transfection of siRNA and plasmids containing 3′UTR of FN1 or TGFBI were performed using DharmaFECT Duo (Dharmacon) according to the manufacturer’s instructions. Data were analyzed with *t* test after confirming that the control and treatment groups exhibit similar variance. The following are the siRNA sequences: TGFBI-Homo, sense, CUUGCCAACAUCCUGAAAUTT, antisense, AUUUCAGGAUGUUGGCAAGTT; FN1-homo, sense, GUCCUGUCGAAGUAUUUAUTT, antisense, AUAAAUACUUCGACAGGACTT;

SNAI1-Homo, sense, CAGAUGUCAAGAAGUACCATT, antisense, UGGUACUUCUUGACAUCUGTT; FOXP1-Homo 1, sense, GCAGCAACCACUUACUAGATT, antisense, UCUAGUAAGUGGUUGCUGCTT; FOXP1-Homo 2, sense, GCUCAAGGCAUGAUUCCAATT, antisense, UUGGAAUCAUGCCUUGAGCTT; FOXP1-Homo 3, sense, GUACAGCCCAAUGUAGAGUTT, antisense, ACUCUACAUUGGGCUGUACTT; ETS2-homo, sense, GCCUCAAUAAGCCAACCAUTT, antisense, AUGGUUGGCUUAUUGAGGCTT; JUNB-Homo, sense, ACAAGGUGAAGACGCUCAATT, antisense, UUGAGCGUCUUCACCUUGUTT; HNF4A-homo, sense, GCAGCUGCUGGUUCUCGUUTT, antisense, AACGAGAACCAGCAGCUGCTT; ZEB1-homo, sense, GGAUCAACCACCAAUGGUUTT, antisense, AACCAUUGGUGGUUGAUCCTT; DICER1-Homo-1008, sense, GGACCAUUUACUGACAGAATT, antisense, UUCUGUCAGUAAAUGGUCCTT; DICER1-Homo-2123, sense, GGCCAUUGGACACAUCAAUTT, antisense, AUUGAUGUGUCCAAUGGCCTT;

DICER1-Homo-4380, sense, CCUCCUGGUUAUGUAGUAATT, antisense, UUACUACAUAACCAGGAGGTT.

For rescue experiments, the 3′UTR for TGFBI (hg19, chr5:135,399,223-135,399,462) and FN1 (hg19, chr2:216,225,719-216,226,087) were synthesized by Sangon Biotech (Shanghai) Co., Ltd. and cloned in pcDNA3.1 plasmid.

### Mutagenesis with CRISPR-Cas9

The CRISPR-Cas9 system used in this study is a two-vector system (lentiCas9-Blast, catalog#:52962; and lentiGuide-Puro, Catalog#:52963) and was purchased from Addgene. A549 and MCF-10A were infected by the lentivirus containing LentiCas-Blast first (MOI = 0.3) and selected with 8 µg/ml Blasticidin for 5 days. To generate desired vector for mutagenesis, the guide RNA vector was digested with BsmBI (Fermentas) and a pair of annealed oligos containing the sgRNA was cloned into the single guide RNA scaffold. The A549-Cas9 cells and MCF10A-Cas9 cells were infected with the lentivirus contained guide RNA (MOI = 0.3) and selected with 1ug/ml Puromycin for 3 days. To generate single clone for downstream experiments, the pool of infected cells were selected using the 96-well plate limiting dilution assay. The knockout efficiency was evaluated by DNA sequencing and TA clone sequencing. The following are the sgRNA sequences:

DICER1, AAAGAAAGGACCCATTGGTG; FN1 conserved miR-200c binding site, CTCAGTATTTTAAATGAAGT; FN1 poorly conserved miR-200c binding site, GTATTTTTATACGGAAAAAA; FOXP1 miR-21 binding site, CTCCCATCCACTCATAAGCT; TGFBI miR-21 binding site, CCCTTGCACAGCTGGAGAAA.

### Transwell migration and invasion assay

The in vitro cell migration assay was performed using Transwell chambers (8 μm pore size; Costar). Cells were plated in serum-free medium (2 × 10^4^ cells per Transwell). Medium containing 10% FBS in the lower chamber served as a chemoattractant. After 24 h, the nonmigrating cells were removed from the upper face of the filters using cotton swabs and the migratory cells located on the lower side of the chamber were stained with crystal violet, air dried, photographed and counted. Images of six random fields at ×10 magnification were captured from each membrane, and the number of migratory cells was counted. Similar inserts coated with Matrigel were used to determine cell’s invasive potential in the invasion assay. Data were as analyzed with *t* test after confirming that the control and treatment groups exhibit similar variance.

### Fluorescence microscopy and staining for CDH1 and VIM

For CDH1 staining, 2 × 10^5^ cells were seeded onto a 30-mm confocal dish, fixed in 4% paraformaldehyde, blocked in 10% goat serum in PBS, and probed with specific primary antibodies for E-cadherin (Invitrogen, A15757, 1:100). For VIM staining, the cells were fixed in 4% paraformaldehyde, permeabilized in 0.2% Triton X-100, blocked in 10% goat serum in PBS, and probed with specific primary antibodies (Abcam, ab92547, 1:100) for 1 h. To detect the nuclei, the cells were co-stained with 4–6-diamidino-2-phenylindole (DAPI; Invitrogen). The cells were observed on a Leica TCS SP8 Confocal Laser Scanning Microscope. The images were analyzed using Zeiss ZEN software.

### Immunoblotting analyses

Protein lysates were prepared in the presence of PIC (protease–inhibitor complex) and PMSF. Twenty microgram aliquots were separated on 8% sodium dodecyl sulphate polyacrylamide electrophoresis gels, and the proteins were transferred onto a polyvinylidene difluoride membrane (Merck Millipore). The membrane was incubated for 1 h in blocking buffer (tris-buffered saline containing 0.1% Tween (TBS-T), and 5% nonfat dry milk) followed by incubation overnight at 4 °C with the primary antibodies for DICER1 (CST, D38E7, 1:1000), TGFBI (Abcam, ab170874, 1:2000), FOXP1 (CST, 4402, 1:1000), FN1 (Santa Cruz, sc-9068, 1:200), CDH1 (CST, 3195s, 1:1000), and CDH2 (CST, 14215s, 1:1000). After washing with TBS-T, the blot was incubated with horseradish peroxidase (HRP)-conjugated secondary antibody or IRDye800-conjugated secondary antibody and the signals were visualized using an enhanced chemiluminescence system according to the manufacturer’s instructions (Kodak) or Odyssey (LI-COR). The uncropped and unprocessed scans of the most important blots are provided in the Source Data file.

### Luciferase reporter assay

The cells were seeded onto six-well plates at a density of 1 × 10^5^ cells/well and cultured until reaching 40% confluence. The cells were subsequently transfected with 3′UTR of FOXP1 or a negative control 3′UTR lacking the seed region of the miR-21 binding site (3′UTRs were cloned into the pMIR-Reporter Luciferase vector) at a final concentration of 1 µg/well using Lipofectamine 2000 reagent (Invitrogen) according to the manufacturer’s instructions. Forty-eight hours after transfection, the cells were seeded onto 96-well plates at a density of 1 × 10^4^ cells/well, and the luciferase signal was detected after 24 h using a luciferase assay system (Promega, E2510) according to the manufacturer’s instructions.

### Flow cytometry

The cells were fixed with 4% paraformaldehyde (15 min at room temperature). For VIM staining, the cells were permeabilized by slowly adding ice-cold 100% methanol to pre-chilled cells under gentle vortexing to a final concentration of 90%. To block nonspecific binding, the cells were suspended in incubation buffer (10% goat serum in PBS, Gibco^®^) and incubated on ice for 30 min. Staining was performed using CDH1 (Life Technologies, A15757, 1:100) or VIM (Abcam, ab203428, 1:100) antibodies conjugated to fluorescent dye at room temperature for 1 h. The cells were analyzed using a Beckman Coulter CytoFLEX S system, and the data analysis was performed using CytExpert_1.2.11.0 software.

### Estimating number of MREs using gene-expression data

We estimated the relative number of MREs by multiplying the transcripts per million (TPM) of each transcriptional isoform containing corresponding miRNA binding site with the number of conserved miRNA binding sites in their 3′UTR as predicted by targetScan or pictar^13,46^. Specifically, for miR-21 we used the time course gene-expression data of TGF-β-induced EMT in A549 cells (GSE69667)^22^. For miR-200c, we used the time course gene expression data of MCF10A cells overexpressing SNAI1 (GSE52592)^21^. Because the MCF10A time course data is measured by microarray, we first estimated the gene expression TPM in unstimulated MCF10A cells (GSE48213)^47^, and extrapolated the gene expression TPM during EMT by multiplying the base TPM with gene expression fold changes estimated from microarray time course data in SNAI1 overexpressing MCF10A cells. Finally, assuming absolute qPCR provides a more accurate measurement of the number of molecules in cells, we scaled number of MREs derived with RNASEQ TPM by the ratio between qPCR measured number of TGFBI or FN1 with their corresponding TPM, and used the scaled MREs for downstream analysis.

### MicroRNA sequencing and data analysis

The sequencing libraries were constructed according to the protocol for the Illumina small RNA Sample preparation kit. Sequencing was performed on the Illumina HiSeq 2000 sequencer. Library construction and sequencing were performed at the Genergy Biotech Co., Ltd. (Shanghai). MiRNA expression was analyzed by miRdeep2.0.0.7^48^ and differentially expressed microRNAs were identified using an FDR cutoff value of 0.05 and absolute log2-fold change greater than 1.

### Mathematical modeling of miRNA binding site occupancy

We utilized the model developed by Jens and Rajewsky^49^ to simulate the changes of miRNA binding site occupancy during EMT. We first estimated the number of MREs using the conserved miRNA binding sites predicted by targetScan 7.2 and the miRNA binding sites predicted by pictar (https://pictar.mdc-berlin.de/). The number of miRNA molecules were determined by absolute qPCR. The software developed by Jens et al. was downloaded from http://dorina.mdc-berlin.de/public/rajewsky/rna_competition/, and the “simplified model” was used to estimate the miRNA binding site occupancies.

### Mathematical modeling of EMT-regulatory circuits

We utilized the Cascading Bistable Switches (CBS) model proposed by Zhang et al.^26^ for the mathematical simulation. We generated the following modifications to incorporate FN1 into the CBS model. First, we assumed that the majority (90%) of miR-200c could be recycled from miR-200c-ZEB1 complexes, resulting in a miR-200c half-life that was consistent with experimental observations. Specifically, we changed the recycling ratio *λ* (1–5) in the ZEB1/miR-200 module from 0.5 to 0.9. Second, we added ODEs describing the kinetics of FN1 mRNA and estimated the related parameters using experimental gene expression data. Specifically, we modeled one conserved binding site of miR-200c in FN1 based on targetScan prediction and employed Hill functions to model the transcriptional regulation of FN1 by SNAI1 and ZEB1. One-parameter bifurcation analyses and 300-h time course analyses were performed using Oscill8. The parameters that differed from those of the CBS model of Zhang et al. are provided in Supplementary Table 7.

## Supplementary information

Supplementary Information

Peer Review File

Source Data

## Data Availability

The miRNA-seq data reported in this study have been deposited in GEO under accession number GSE87358. All other data are available from the authors upon reasonable request.

## References

[1] Guo H, Ingolia NT, Weissman JS, Bartel DP (2010). Mammalian microRNAs predominantly act to decrease target mRNA levels. Nature.

[2] Friedman RC, Farh KK, Burge CB, Bartel DP (2009). Most mammalian mRNAs are conserved targets of microRNAs. Genome Res..

[3] Lewis BP, Burge CB, Bartel DP (2005). Conserved seed pairing, often flanked by adenosines, indicates that thousands of human genes are microRNA targets. Cell.

[4] Tay Y, Rinn J, Pandolfi PP (2014). The multilayered complexity of ceRNA crosstalk and competition. Nature.

[5] Salmena L, Poliseno L, Tay Y, Kats L, Pandolfi PP (2011). A ceRNA hypothesis: the Rosetta Stone of a hidden RNA language?. Cell.

[6] Yuan JH (2014). A long noncoding RNA activated by TGF-beta promotes the invasion-metastasis cascade in hepatocellular carcinoma. Cancer Cell..

[7] Tay Y (2011). Coding-independent regulation of the tumor suppressor PTEN by competing endogenous mRNAs. Cell.

[8] Hansen TB (2013). Natural RNA circles function as efficient microRNA sponges. Nature.

[9] Memczak S (2013). Circular RNAs are a large class of animal RNAs with regulatory potency. Nature.

[10] Sumazin P (2011). An extensive microRNA-mediated network of RNA-RNA interactions regulates established oncogenic pathways in glioblastoma. Cell.

[11] Bosson AD, Zamudio JR, Sharp PA (2014). Endogenous miRNA and target concentrations determine susceptibility to potential ceRNA competition. Mol. Cell.

[12] Ala U (2013). Integrated transcriptional and competitive endogenous RNA networks are cross-regulated in permissive molecular environments. Proc. Natl Acad. Sci. USA.

[13] Denzler R, Agarwal V, Stefano J, Bartel DP, Stoffel M (2014). Assessing the ceRNA hypothesis with quantitative measurements of miRNA and target abundance. Mol. Cell.

[14] Thomson DW, Dinger ME (2016). Endogenous microRNA sponges: evidence and controversy. Nat. Rev. Genet..

[15] Jansson MD, Lund AH (2012). MicroRNA and cancer. Mol. Oncol..

[16] Arner E (2015). Transcribed enhancers lead waves of coordinated transcription in transitioning mammalian cells. Science.

[17] Singh A, Settleman J (2010). EMT, cancer stem cells and drug resistance: an emerging axis of evil in the war on cancer. Oncogene.

[18] Revenu C, Gilmour D (2009). EMT 2.0: shaping epithelia through collective migration. Curr. Opin. Genet. Dev..

[19] De Craene B, Berx G (2013). Regulatory networks defining EMT during cancer initiation and progression. Nat. Rev. Cancer.

[20] Yang J, Weinberg RA (2008). Epithelial-mesenchymal transition: at the crossroads of development and tumor metastasis. Dev. Cell.

[21] Javaid S (2013). Dynamic chromatin modification sustains epithelial-mesenchymal transition following inducible expression of Snail-1. Cell Rep..

[22] Chang H (2016). Synergistic action of master transcription factors controls epithelial-to-mesenchymal transition. Nucleic Acids Res..

[23] Burk U (2008). A reciprocal repression between ZEB1 and members of the miR-200 family promotes EMT and invasion in cancer cells. EMBO Rep..

[24] Lamouille S, Xu J, Derynck R (2014). Molecular mechanisms of epithelial-mesenchymal transition. Nat. Rev. Mol. Cell Biol..

[25] Title AC (2018). Genetic dissection of the miR-200-Zeb1 axis reveals its importance in tumor differentiation and invasion. Nat. Commun..

[26] Zhang J., Tian X.-J., Zhang H., Teng Y., Li R., Bai F., Elankumaran S., Xing J. (2014). TGF- -induced epithelial-to-mesenchymal transition proceeds through stepwise activation of multiple feedback loops. Science Signaling.

[27] Gantier MP (2011). Analysis of microRNA turnover in mammalian cells following Dicer1 ablation. Nucleic Acids Res..

[28] Tian XJ, Zhang H, Xing J (2013). Coupled reversible and irreversible bistable switches underlying TGFbeta-induced epithelial to mesenchymal transition. Biophys. J..

[29] Gabut M (2011). An alternative splicing switch regulates embryonic stem cell pluripotency and reprogramming. Cell.

[30] Agarwal, V., Bell, G. W., Nam, J. W. & Bartel, D. P. Predicting effective microRNA target sites in mammalian mRNAs. *eLife***4**, 10.7554/eLife.05005 (2015).10.7554/eLife.05005PMC453289526267216

[31] Brown BD, Naldini L (2009). Exploiting and antagonizing microRNA regulation for therapeutic and experimental applications. Nat. Rev. Genet..

[32] Lu Y (2009). A single anti-microRNA antisense oligodeoxyribonucleotide (AMO) targeting multiple microRNAs offers an improved approach for microRNA interference. Nucleic Acids Res..

[33] Yang Y (2015). Downregulation of microRNA-21 expression restrains non-small cell lung cancer cell proliferation and migration through upregulation of programmed cell death 4. Cancer Gene Ther..

[34] Howe EN, Cochrane DR, Richer JK (2011). Targets of miR-200c mediate suppression of cell motility and anoikis resistance. Breast Cancer Res..

[35] Gregory PA (2008). The miR-200 family and miR-205 regulate epithelial to mesenchymal transition by targeting ZEB1 and SIP1. Nat. Cell Biol..

[36] Gregory PA (2011). An autocrine TGF-beta/ZEB/miR-200 signaling network regulates establishment and maintenance of epithelial-mesenchymal transition. Mol. Biol. Cell.

[37] Xia T (2014). Long noncoding RNA associated-competing endogenous RNAs in gastric cancer. Sci. Rep..

[38] Richards EJ (2015). Long non-coding RNAs (LncRNA) regulated by transforming growth factor (TGF) beta: LncRNA-hit-mediated TGFbeta-induced epithelial to mesenchymal transition in mammary epithelia. J. Biol. Chem..

[39] Liang WC (2015). The lncRNA H19 promotes epithelial to mesenchymal transition by functioning as miRNA sponges in colorectal cancer. Oncotarget.

[40] Liu XH (2014). Lnc RNA HOTAIR functions as a competing endogenous RNA to regulate HER2 expression by sponging miR-331-3p in gastric cancer. Mol. Cancer.

[41] Oida T, Weiner HL (2010). Depletion of TGF-beta from fetal bovine serum. J. Immunol. Methods.

[42] Maeda M, Johnson KR, Wheelock MJ (2005). Cadherin switching: essential for behavioral but not morphological changes during an epithelium-to-mesenchyme transition. J. Cell Sci..

[43] Sarrio D (2008). Epithelial-mesenchymal transition in breast cancer relates to the basal-like phenotype. Cancer Res..

[44] Dhanasekaran S, Doherty TM, Kenneth J, Group TBTS (2010). Comparison of different standards for real-time PCR-based absolute quantification. J. Immunol. Methods.

[45] Gong C (2011). Up-regulation of miR-21 mediates resistance to trastuzumab therapy for breast cancer. J. Biol. Chem..

[46] Krek A (2005). Combinatorial microRNA target predictions. Nat. Genet..

[47] Daemen A (2013). Modeling precision treatment of breast cancer. Genome. Biol..

[48] Friedlander MR (2008). Discovering microRNAs from deep sequencing data using miRDeep. Nat. Biotechnol..

[49] Jens M, Rajewsky N (2015). Competition between target sites of regulators shapes post-transcriptional gene regulation. Nat. Rev. Genet..

How the deposited data were processed for this re-analysis (not part of the article)

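Small RNA of A549 cells was sequenced at 0, 24, and 96 h of TGF-β treatment, with 2 libraries at each time point and 2 sequencing runs of each library, 12 runs in all. The libraries were prepared with Illumina's small RNA kit and sequenced on a HiSeq 2000, and the authors counted the reads with miRDeep2. The authors deposited counts, whole numbers of reads per mature miRNA and precursor without normalization, in which both runs of a library are already summed. The reference set of miRNAs, the settings of the mapper, and the genome build behind these counts are not stated in the text of the paper that was read. The authors also deposited a table of normalized values, a signal in which each run of a library was scaled to the same total, as in CPM, and both runs were added. In that table 1 column repeats another column in name and in every value; it was not used, and 96 h replicate 2 therefore has no normalized value here. Runs could be separated in the other 5 libraries, since the normalized values of the entries with low counts, from 802 to 900 in each of these libraries, all came out as sums of whole reads of 2 runs; entries with higher counts were not part of this test. The counts of the 2 runs of a library differed by 1.38 to 2.39 times the sampling noise (chi-square per degree of freedom), and those of the 2 libraries of a time point by 21.6 times at 0 h, 9.46 times at 24 h, and 8.08 times at 96 h, so the runs were treated as repeats of one library and the libraries as replicates.

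The count table has 2822 entries for 2588 mature miRNAs. For each mature miRNA the entry of the precursor with the highest total was used, and 1417 mature miRNAs had at least 1 count in any library. Library totals on mature miRNAs ranged from 2335185 to 5971197. A count of 0 allows up to 3 counts, which is 1.28 CPM of the total count in the smallest library and 0.502 in the largest; such limits and the 95% Wilson intervals cover counting error only, since reads without molecular identifiers are not independent molecules.

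Counts were analysed in R 4.3.3 with edgeR 4.0.16. Libraries were normalized with TMM, miRNAs were kept by filterByExpr with a minimum count of 10, and one model with the time point as its only term was fitted to all 6 libraries with the quasi-likelihood method. The 3 comparisons of time points were tested with the quasi-likelihood F-test and Benjamini-Hochberg adjustment, and a miRNA was called differentially expressed at an adjusted p under 0.05 and an absolute log2-fold change above 1. The standard error printed with a log2-fold change is its absolute value divided by the square root of F. Levels are TMM-normalized CPM, and shares are counts over the total on mature miRNAs. The procedure was tested on simulated data in which 200 miRNAs changed by a log2-fold change of 2, over 20 draws with a mean of 473 tested miRNAs. Of the changed miRNAs, 96.9% were recovered. Of the calls, 0.98% were false and 0 had the wrong direction. A comparison without any change gave 0.1 false calls on average. These rates hold for simulated changes of that size, which is above the threshold of 1, and not for smaller ones. They describe this procedure alone, so they do not decide between TMM and other scalings for the real libraries.

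The alternatives set before the data were examined were DESeq2's size factors within edgeR, total counts, total counts without miR-21-5p, the Wald test of DESeq2 1.42.0, edgeR's exact test, limma-trend (limma 3.58.1) on log2(normalized value averaged over the 2 runs + 1), no expression filter, a mean of at least 10 CPM, no minimum fold change, only the libraries of the time points compared, the replicate number as a block, all precursor entries, sums over precursors, and leaving out each library in turn. Libraries thinned to the smallest total were added after the data had been seen. Of the alternatives that use single runs, 3 were not run because the counts hold both runs summed.

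The miRNAs named in the text were chosen by a rule set in advance: the miRNAs the paper names for A549 cells, miR-21-3p, the miR-200 and miR-34 families, the 5 largest rises and 5 largest falls at 96 h and up to 3 of each at 24 h among differentially expressed miRNAs with a mean of at least 10 CPM and no overlap between the time points, and the 5 most abundant miRNAs. The miR-143 and miR-145 locus beyond miR-143-3p, the cluster on chromosome 14, miR-486-5p, and a list of fibroblast miRNAs and a list of blood miRNAs were added after values had been seen. Positions are those of GENCODE release 44 on GRCh37, in which 1799 of the 2588 names were matched to a precursor gene by name. Runs were separated and figures drawn in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9. The qPCR, reporter, knockdown, and MCF10A experiments were not analysed here. The planned correlation between the strands of a precursor is not reported here.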

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

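The tests of depth and scaling and the test of miR-145-5p in this part were chosen after the result had been seen.

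Between 24 and 96 h of TGF-β treatment, 29 miRNAs were differentially expressed, 18 of them higher and 11 lower at 96 h, in a direct comparison of the 2 time points. This drew attention because the changes at 24 and 96 h against the same 0 h libraries differ by a test of the difference itself. Of the 29, 26 were also differentially expressed at 96 h against 0 h and 3 at 24 h against 0 h. The 96 h libraries were the deepest, and with all libraries thinned to the smallest total, 19 of the 29 were still called, which argues against depth as the cause of most of them. Under total counts and under total counts without miR-21-5p, 25 of the 29 kept their call and direction. Both 24 h libraries had their second sequencing run on one date and both 96 h libraries on another. Among the called miRNAs, the median absolute log2 ratio between the 2 runs of one library was at most 0.27, against a median absolute log2-fold change between the time points of 1.28 to 1.72 in the miRNAs with enough reads in each library, which argues against the date of the second run as the cause. A later phase of the response to TGF-β is a candidate explanation that stays open. No untreated culture of 24 or 96 h is among the libraries, so time in culture was not tested apart from the treatment, and neither was the preparation of the libraries.

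The largest rise at 96 h was that of miR-143-3p, with a log2-fold change of 6.32, on which the text of the paper does not report. MIR143 lies on chromosome 5 of GRCh37 from 148808481 to 148808586, in an exon of the long non-coding RNA CARMN. The counts were 17 and 15 at 0 h, 265 and 324 at 24 h, and 1801 and 1634 at 96 h. The rise was 5.60 under total counts and 6.25 with libraries thinned to the smallest total, which argues against scaling and depth. Fibroblasts in the later cultures would bring other miRNAs with them. In a list of 5 fibroblast miRNAs, the highest at 96 h had 0.489% of the level of miR-143-3p (miR-199a-3p and miR-199b-3p, which share the same counts, at 2.08 ± 0.262 CPM; SD, n = 2 libraries), and miR-214-3p had 0 counts in all libraries, which allows up to 0.681 and 0.814 CPM in the 96 h libraries after TMM normalization. None of the 5 passed the expression filter in these libraries. The same locus encodes miR-145-5p, which had 1 and 0 counts at 0 h, 3 and 4 at 24 h, and 29 and 25 at 96 h. Its mean level at 96 h was 6.70 times the level of 3 counts at 0 h. Its log2-fold change at 96 h was 5.05 (standard error 0.84, adjusted p = 0.00108, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a size that rests on these few counts at 0 h. More transcript of the locus during EMT may therefore underlie the rise. The precursor transcript was not measured in these libraries, and the level of miR-145-5p stayed far below that of miR-143-3p. Time in culture was not tested apart from the treatment.

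The miRNAs of a cluster on chromosome 14 rose together at 96 h, with a median log2-fold change of 1.31, while the paper discusses miR-543 alone of this cluster. The cluster spans 198 kb of GRCh37 from 101335397 to 101533138, and 49 of its 81 annotated mature miRNAs were tested. Of these, 47 were higher at 96 h than at 0 h, 46 had both 96 h libraries above both 0 h libraries, and 34 were differentially expressed, all 34 higher, out of 62 higher miRNAs in all. Both strands of one precursor and neighbours on one transcript are not independent, and the region was chosen after its values had been seen. The median was 0.68 at 24 h against 0 h and 0.75 at 96 h against 24 h. Leaving out each of the 0 and 96 h libraries in turn gave medians from 1.301 to 1.387. Total counts lower all tested miRNAs, whose median is then −0.83, and the median of the cluster was still 0.57, with 46 of 49 higher and 10 differentially expressed. With libraries thinned to the smallest total, the median was 1.29. The GC content of the precursors had a median of 46.9% in the cluster and 49.6% over the tested miRNAs with a matched precursor, and after removal of the trend with GC content the median of the cluster was 1.28. Of 10000 random sets of the same size and similar mean expression, drawn from the tested miRNAs outside the cluster, 0 had a median as high. The highest was 0.19. As the region was chosen by its values and its members are not independent, this count is a description and not a test. The highest miRNA of the fibroblast list, at 2.08 CPM, had 0.0575% of the level of the most abundant miRNA of the cluster, miR-381-3p. At 96 h the differentially expressed members ranged from 7.11 CPM for miR-154-3p to 3622 CPM for miR-381-3p. These tests argue against scaling, depth, and GC content as the whole cause. The comparison with the fibroblast list argues against fibroblasts for miR-381-3p. It does not decide this for the members of low level, which lie nearer to the fibroblast miRNA. Reads shared between similar miRNAs of the cluster were not tested. Raised transcription of the region during EMT is a candidate explanation, as a hypothesis found and tested on the same libraries. Without an untreated culture of 96 h, time in culture was not tested apart from the treatment.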

How the results depend on the processing

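The cause of a change is named only where the setting itself shows it; the cause of the others was not tested. The number of differentially expressed miRNAs at 96 h against 0 h was 127 and stayed between 91 and 160 with the other settings, except for 215 under total counts and 216 without a minimum fold change. At 24 h against 0 h it was 17, with 33 under total counts, 26 under total counts without miR-21-5p, 28 with edgeR's exact test, and 35 without a minimum fold change, and from 13 to 25 with the other settings. Between 24 and 96 h it was 29, with 72 under total counts, 47 with the exact test, 46 without the expression filter, 17 with a mean of at least 10 CPM, 62 without a minimum fold change, 44 when only the 4 libraries compared were fitted, and 19 with libraries thinned to the smallest total. Thinning was chosen after seeing the data. The number shared between 24 and 96 h was 16, with 30 under total counts, 27 with the exact test, and 34 without a minimum fold change.

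The balance of higher and lower miRNAs changed with the normalization and with other choices. At 96 h against 0 h, 62 were higher and 65 lower. Under total counts 23 were higher and 192 lower, under total counts without miR-21-5p 39 and 121, with DESeq2's size factors within edgeR 75 and 53, and with DESeq2 69 and 43. At 24 h, 6 were higher and 11 lower, against 5 and 28 under total counts, 5 and 21 without miR-21-5p in the totals, 7 and 8 with DESeq2, and 3 and 16 with limma on the authors' normalized values. Between 24 and 96 h, 18 were higher and 11 lower, against 14 and 58 under total counts and 14 and 19 without miR-21-5p in the totals. Settings that keep TMM also moved it. Between 24 and 96 h, 23 were higher and 24 lower with the exact test, 8 and 9 with a mean of at least 10 CPM, and 21 and 20 with the replicate block; at 24 h against 0 h, 13 and 12 without the expression filter and 17 and 18 without a minimum fold change; and at 96 h against 0 h, 62 and 85 with all precursor entries and 86 and 61 without the filter. Of the 127 miRNAs at 96 h, 115 were also called with DESeq2's size factors within edgeR, 102 with DESeq2, and 88 under total counts. The median log2-fold change of all tested miRNAs at 96 h was −0.10, and it was −0.03 with DESeq2's size factors, −0.45 without miR-21-5p in the totals, and −0.83 under total counts, so that values under total counts are lower by nearly the same shift.

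The log2-fold change of miR-21-5p at 96 h was 0.97, with an adjusted p under 0.05 but below the fold-change threshold. It passed the threshold at 1.05 with DESeq2's size factors within edgeR, at 1.05 with DESeq2, at 1.02 without the expression filter, and at 1.02 when only the 0 and 96 h libraries were fitted, and it counts as called at 0.97 without a minimum fold change. It was above 0 with all settings, the lowest being 0.25 under total counts. Leaving out each library of the time points compared in turn gave from 0.83 to 1.18 at 96 h and from 0.22 to 0.57 at 24 h. The highest value at both times was that without 0 h replicate 1. The share of reads on miR-21-5p moved by more than the spread between replicates with all precursor entries, to 49.5% at 0 h, 52.7% at 24 h, and 60.2% at 96 h, since all entries of miRNAs with several precursors then enter the total. The ratio of miR-21-5p to miR-200c-3p moved by less than the spread between replicates under the settings tried.

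The direction of 6 miRNAs without a call changed with the setting at 96 h. The log2-fold change of miR-200c-3p was −0.03, against 0.044 with DESeq2's size factors within edgeR, 0.041 with DESeq2, 0.017 without the expression filter, and 0.010 with only the 4 libraries compared, and from −0.35 to 0.39 across the 4 fits that each left out one library; it was −0.38 without miR-21-5p in the totals and −0.75 under total counts, where it was significant (adjusted p = 0.0282, edgeR's quasi-likelihood test; from 0.0282 to 1 over the settings). That of miR-429 was 0.20, against −0.53 under total counts, −0.15 without miR-21-5p in the totals, and −0.027 with thinned libraries. Under total counts it was −0.34 for miR-21-3p, −0.34 for let-7i-5p, −0.57 for miR-27b-3p, and −0.16 for miR-30a-5p; without miR-21-5p in the totals that of miR-27b-3p was −0.19. For miR-34b-5p, with 5 and 23 counts at 0 h, it was −0.84, −1.58 under total counts, and from −1.42 to 0.46 across the fits that each left out one library, the latter without 0 h replicate 2. Over the 34 fold changes of named miRNAs other than miR-21-5p, which is described above, and 442 values under other settings, 410 kept their direction and side of the threshold, 10 became weaker, 10 stronger, and 12 reversed. Of 136 values of the same fold changes with one library left out, 99 moved by no more than the spread between replicates on the log2 scale, 34 moved further, and 3 reversed. Of 30 mean levels of the candidates under other scalings, 14 moved by more than the spread between replicates.

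The replicate number as a block gave 20, 124, and 41 differentially expressed miRNAs at 24 h against 0 h, 96 h against 0 h, and 96 h against 24 h, of which 15, 121, and 29 were those of the fit without it. The replicate block left the log2-fold change of miR-21-5p at 96 h at 0.98 and changed no call of a named miRNA at 96 h against 0 h. Libraries with the same number did not deviate together at all time points. The correlations across 491 miRNAs were −0.30 between 0 and 24 h, 0.31 between 0 and 96 h, and −0.18 between 24 and 96 h. The mixed signs show no consistent pairing by number, although the value between 0 and 96 h was above 0. The main fit therefore treated the number as a label.

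The planned fits to the first run alone, to the second run alone, and to the 12 runs as separate samples were not run, since the counts hold both runs summed. For fits that left out one library, only effect sizes are given and no counts of differentially expressed miRNAs, as one time point then had a single library. With limma on the normalized values only 24 h against 0 h could be tested, since 96 h has 1 usable normalized column. The fall of miR-122-5p was not significant with DESeq2 (adjusted p = 0.0639, DESeq2's Wald test), and its adjusted p was 0.0290 with edgeR's quasi-likelihood test and 0.00256 with edgeR's exact test on the same counts. With libraries thinned to the smallest total, miR-122-5p and miR-141-3p no longer passed the expression filter and were not tested.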

Differences from the paper's values

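The fold change of miR-21-5p at 96 h was 1.96, a log2-fold change of 0.97, against a fold change of 1.2 in the paper's text and a log2-fold change of about 1.3 in Fig. 2a, read by eye. The paper's text gives 1.2 without a log scale; as a ratio it is below the value computed here, while the value in Fig. 2a is above it. Read as a log2-fold change, 1.2 stands near the value in Fig. 2a and beyond the paper's threshold of 1, and differs from 0.97 by more than the standard error; DESeq2's size factors within edgeR and DESeq2 (both 1.05), no expression filter (1.02), and leaving out 0 h replicate 1 (1.18) or 96 h replicate 2 (1.08) came within it, and the other alternatives did not. Read as a ratio, it stands beside 1.19 in the authors' normalized values, for 96 h replicate 1 over 0 h replicate 1. With 1.2 as a ratio, of the alternatives set before the data were examined, total counts (1.19-fold), total counts without miR-21-5p (1.54-fold), a mean of at least 10 CPM (1.78-fold), and leaving out 0 h replicate 2 (1.78-fold) came within 1.5 times the paper's 1.2-fold or within the spread between replicates, and the other alternatives did not. For the value in Fig. 2a, only leaving out 0 h replicate 1 (a log2-fold change of 1.18) came within the standard error, and the other alternatives did not.

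The paper counts miR-21 among the differentially expressed miRNAs at 96 h. Here miR-21-5p passed both thresholds only with DESeq2's size factors within edgeR, with DESeq2, without the expression filter, and with the 0 and 96 h libraries alone, and the adjusted p alone without a minimum fold change. The paper's counts of differentially expressed miRNAs, 19 and 126, stand beside 17 and 127 here. A count of 19 at 24 h was reached with limma on the authors' normalized values, with a mean of at least 10 CPM, and with libraries thinned to the smallest total, which was chosen after seeing the data, and a count of 126 at 96 h was reached with counts summed over precursors. The paper places miR-122-5p, miR-129-5p, miR-200b-3p, and miR-543 below 10 CPM. At 96 h the levels of miR-129-5p, miR-200b-3p, and miR-543 were 25.8, 134, and 104 CPM here; as log2 of the mean CPM over the 6 libraries, all 4 were below 10, the highest being 6.41.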

Other observations

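Tests in this part were chosen after the results they bear on had been seen, apart from the comparisons of both strands and of both times, which were planned.

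The log2-fold change of miR-21-5p at 96 h depends on the scaling, at 0.97 with TMM and 0.25 under total counts. If its own share of the totals were the whole reason, the median of all tested miRNAs would be near 0 once miR-21-5p is left out of the totals, but it was −0.45. Of the reads not on miR-21-5p, miR-100-5p took 6.09% at 0 h and 9.22% at 96 h, and the 5 miRNAs whose shares grew most, with let-7f-5p, miR-30a-5p, let-7a-5p, and miR-31-5p, gained 6.07 percentage points together. The 5 whose shares fell most, led by miR-27b-3p from 12.1% to 10.6%, changed by −4.47 points together. With libraries thinned to the smallest total, the TMM value was 0.93, which argues against depth. The paper's absolute qPCR of miR-21 in its Source Data gives 1.82-fold at 96 h (0.23, propagated from the paper's errors) and 1.44-fold at 24 h, against 1.96-fold and 1.28-fold with TMM and 1.19-fold at 96 h under total counts. At 96 h the value under total counts lies below the qPCR value by more than its error, while that with TMM lies within it. This argues against total counts for the amount of miR-21-5p at 96 h. Which of the other scalings gives the amount per cell stays open, since the sequencing has no added standard.

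The rises of miR-1246, miR-1290, and miR-7704 came between 24 and 96 h. At 24 h their log2-fold changes against 0 h were −0.33, 0.13, and 0.88, none of them significant, and between 24 and 96 h they were 3.10, 4.07, and 2.21 (adjusted p = 6.6e-06, 2.0e-05, and 0.00130, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With miR-3195 as the fourth, which rose by a log2-fold change of 3.26 between 24 and 96 h, the lowest rise at 96 h against 0 h was 2.80 with libraries thinned to the smallest total and 2.03 under total counts, which argues against depth and scaling. Whether these reads come from fragments of longer RNAs was not tested, as the counts carry no read sequences, and no biological explanation was tested.

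The members of the miR-200 family did not change alike. Between 0 and 96 h, miR-200b-3p rose by a log2-fold change of 1.60 and miR-200a-3p by 0.81 (0.87 and 0.08 under total counts), both encoded on chromosome 1. For miR-200c-3p and miR-141-3p, encoded on chromosome 12, the values were −0.03 and −1.14, neither significant with TMM, against −0.75 and −1.86 under total counts (adjusted p = 0.0282 for both, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With TMM, the value of miR-141-3p was −0.70 without 96 h replicate 1, and the sign of miR-200c-3p and of miR-429 on chromosome 1, at 0.20, changed with the scaling. Ratios within a library do not depend on the scaling. The ratio of miR-200b-3p to miR-200c-3p went from 2.57 ± 0.788 (SD, n = 2 libraries) at 0 h to 7.68 ± 1.39 at 96 h, 2.99 times as high and without overlap, so reads shared between these similar miRNAs would have hidden rather than made the difference. The ratio of miR-200a-3p to miR-141-3p went from 11.4 ± 0.224 to 46.7 ± 14.4, 4.10 times as high and without overlap, on 5 to 13 counts of miR-141-3p per library. A separate change of the 2 loci may explain both ratios, as a hypothesis that is in line with the second ratio; it does not account for miR-429, which lies at the locus of miR-200b-3p and was not significant, and it stays open. In the miR-34 family, the log2-fold changes at 96 h were −0.73 for miR-34a-5p (adjusted p = 0.00618, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), −0.84 for miR-34b-5p, and −0.27 for miR-34c-5p, the latter 2 not significant. Under total counts they were −1.47, −1.58, and −0.99 (adjusted p = 0.000624, 0.122, and 0.00109 in the same edgeR test), so that miR-34a-5p then passed both thresholds and miR-34c-5p was significant. With TMM, the value of miR-34b-5p was 0.46 without 0 h replicate 2.

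The fall of miR-486-3p, with a log2-fold change of −2.63 at 96 h, was shared by the other strand, miR-486-5p, at −2.06. As miR-486 is abundant in blood, blood RNA in the 0 h libraries was considered, such as RNA left from the serum in which the cells were maintained; the paper states that the cells were in serum-free medium for 24 h before treatment. In a list of 7 blood miRNAs, miR-451a had 2.56% of the level of miR-486-3p at 0 h, and the highest was miR-142-3p with 3.24 ± 1.63 CPM (SD, n = 2 libraries), against 24.6 ± 0.627 CPM for miR-486-3p. The level of miR-142-3p fell to 1.05 CPM at 24 h and 0.363 CPM at 96 h, on 12 and 7 counts at 0 h and 2 and 1 at 96 h, a fall that goes with this explanation, while miR-223-3p and miR-150-5p had 0 counts in all libraries. The level of miR-451a argues against blood RNA as the whole cause; a part of it and a change in the cells stay open.

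Of 108 precursors with both strands tested, 74 (68.5%) had the same sign of the log2-fold change on both strands at 96 h; precursors are not independent replicates. Across all tested miRNAs, 80.4% had the same sign of the log2-fold change at 24 and 96 h, against 67.3% on average in 100 simulations of unchanged groups with the same 0 h libraries.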
